# A single-cell spatiotemporal transcriptomic atlas of mouse prefrontal cortex maps dynamics of intratelencephalic neurons during postnatal development

**DOI:** 10.1371/journal.pbio.3003594

**Published:** 2026-01-12

**Authors:** Hu Zheng, Keji Yan, Xiaojuan Gou, Zhongchao Wang, Liyao Yang, Yayu Huang, Huazhen Liu, Jinxia Dai, Leqiang Sun, Gang Cao

## Abstract

In early postnatal brain, the prefrontal cortex (PFC) remains immature and highly plastic, particularly for the intratelencephalic (IT) neurons. However, the spatiotemporal molecular and cellular dynamics of PFC during this period remain poorly characterized. Here, we performed spatiotemporal single-cell RNA analysis on mouse PFC during different postnatal time points and systematically delineated the molecular and cellular dynamics of mouse PFC during early postnatal development, among which IT neurons exhibit most dramatic alterations. Based on these comprehensive spatiotemporal atlases of PFC, we deciphered the time-specific molecular and cellular characteristics during the maturation process of IT neurons in PFC, particularly the dynamic expression programs of genes regulating axon development and synaptic formation, and the risk genes of neurological developmental diseases. Furthermore, we revealed the dynamic neuron-glia interaction patterns and the underlying signaling pathways during early postnatal period. Our study provided a comprehensive resource and important insights for PFC development and PFC-associated neurological diseases.

## Abstract 2

The prefrontal cortex is a key brain region for higher cognitive functions, but how its circuits mature during postnatal development is poorly understood. This study provides a transcriptomic resource for the mouse prefrontal cortex spanning 84 days of development, and offers insights into the dynamics of cell populations and expression of psychiatric risk genes.

## Introduction

The prefrontal cortex (PFC) serves as the central regulatory hub for higher cognitive functions in the mammalian brain [1,2]. Its sophisticated neural networks critically depend on the precisely coordinated spatiotemporal development of neurons [3,4]. Unlike other cortical regions, the PFC exhibits a prolonged maturation period that extends well into postnatal life [5,6]. While neuronal fate is predominantly determined by prenatal gene expression patterns, the postnatal developmental processes—including ongoing neuronal migration, axonal elongation, and synapse formation—are fundamentally essential for establishing mature neural circuits [7–9]. Notably, early sensory experiences, environmental changes, and stress exposure during this period can significantly influence PFC circuit development and functionality [10–12]. For example, maternal separation during the first postnatal week reduces the number of inhibitory neurons and synapses in mouse PFC, resulting in social deficits in adulthood [13].

Like other cortical regions, PFC follows the conserved inside-out neurogenesis pattern during embryonic development, where neurons are generated in successive waves from deep to superficial layers [14,15]. Corticothalamic (CT) and pyramidal tract (PT) neurons, which reside predominantly in deep cortical layers, are born early and almost complete their radial migration prenatally. These neurons are among the first to establish long-range connections with thalamic and subcortical targets [16–18]. In contrast, intratelencephalic (IT) neurons, the most abundant excitatory neuronal population in the cerebral cortex, distributed across both deep and superficial cortical layers, with their migration and maturation extending into the postnatal period [14,19,20].

The first two postnatal weeks constitute a crucial period for IT axon growth and circuit formation: axons typically reach their target regions within the first week and undergo subsequent refinement through activity-dependent pruning [9,21]. Consequently, this period is essential for the proper establishment of IT-mediated dynamic neural circuits. Despite recent advances in characterizing the molecular diversity of adult PFC IT neurons [22,23], the transcriptional dynamics and regulatory mechanisms governing their axonal growth and synaptic integration during early postnatal period (1–2 weeks) remain poorly understood. Elucidating these mechanisms is crucial for understanding how early molecular programs shape PFC functional architecture and how their disruption may contribute to neurodevelopmental disorders such as autism and schizophrenia.

To delineate the molecular and cellular trajectories underlying postnatal development of PFC neurons and investigate the mechanisms governing early neural circuit assembly, we performed high-throughput single-cell RNA sequencing (scRNA-seq) on mice PFC across four timepoints (postnatal day: P1, P4, P10, and adulthood: P84). Our comprehensive transcriptomic atlas captured dynamic gene expression patterns during postnatal development of neuronal maturation. By integrating these data with spatial transcriptomic profiles from juvenile and adult PFC, we systematically mapped the spatiotemporal distribution patterns of diverse neuronal subtypes. We analyzed in detail the stage-specific molecular characteristics during the maturation process of IT neurons in different layers of PFC and the dynamic expression programs of genes that regulate axon development and synaptic formation. We further revealed the developmental patterns of neuron-glia interaction network and the enrichment patterns of risk genes for neurological diseases across PFC subtypes. This comprehensive dataset provided a valuable resource for studying the development of mouse PFC, and can be viewed online through our user-friendly website: https://huggingface.co/spaces/TigerZheng/PFCdev-web.

## Results

### Single-cell spatiotemporal transcriptomic atlas of developing and mature mouse PFC

To investigate the cell types and gene expression patterns during mouse PFC development, we performed scRNA-seq on mouse PFC at postnatal days P1, P4, P10, and adult (P84) (Fig 1A). These time points were selected because previous studies have shown that the first two postnatal weeks in mice involve multiple developmental events, including axon extension, dendritic branching, and circuit assembly [9,21]. 

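Tissue of the PFC from 2 mice per age, as the methods state, was captured with the BD Rhapsody whole transcriptome assay, in which beads mark the RNA of each cell with a cell barcode and each molecule with a unique molecular identifier (UMI). The data analysed here hold 1 library per age, with no map from cells to mice. Each age is therefore 1 sample, no difference between ages has a replicate check, and no test between ages was made. The authors deposited the UMI count of each gene in each cell barcode, without normalization and before the cell filter of the methods. They made these counts with the BD Rhapsody analysis pipeline on GRCm38 with the GENCODE vM19 annotation. In all, 340724049 UMIs were counted at P1, 273834131 at P4, 287594712 at P10 and 200198548 in adult. Among cells that passed the filter of the methods, the median was 25800 UMIs per cell at P1, 12047 at P4, 18057 at P10 and 11065 in adult. The header of the P1 file names the pipeline version that the methods state for all libraries, Enhanced beads and a library called P0, whereas the headers of the other 3 files name an earlier version, 1.8, and no bead version. The P1 header also shows that intronic reads were not excluded from the counts, a setting that the other headers do not give. A difference between P1 and a later age can therefore include this difference in processing. Expression of a gene in a class of cells is given as CPM, its UMIs summed over the cells of the class and scaled by those of all genes other than mitochondrial and ribosomal protein genes, which the methods removed as well. Brackets after a CPM value or a log2 ratio of CPM give 95% intervals, exact for Poisson counts, and brackets after a share of cells give exact binomial (Clopper-Pearson) intervals. Both cover counting error only. The files list genes by symbol, and the positions given beside them are those of the GENCODE M21 annotation of the same build. UMIs of 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) came to 120.5 CPM (119 to 122) in the P1 library, 0.126 at P4, 0.126 at P10 and 0.190 in adult. The methods state that all mice used for scRNA-seq were female.

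**Figure D1:**
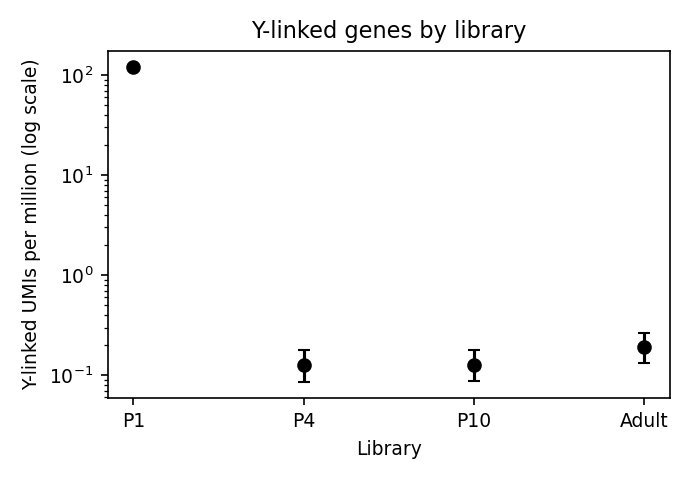
CPM of the 4 Y-linked genes together in the library of each age, on a log axis, with 95% Poisson intervals. The Y-linked genes are at 120.5 CPM at P1 and under 1 CPM at the other ages.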

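The cell filter stated in the methods, at least 1000 UMIs, at least 1000 genes and at most 15% mitochondrial UMIs, was applied to the deposited barcodes. It left 11545 of 11673 barcodes at P1, 19014 of 19646 at P4, 15272 of 16114 at P10 and 14087 of 15961 in adult. Over the 4 libraries, 59918 of 63394 barcodes passed, with a mean of 4567 genes per cell. DoubletFinder and the removal of mixed clusters by hand, which followed in the study, were not repeated. Scrublet, a caller that simulates doublets from the data, marked 643 cells at P1 (5.57%), 1858 at P4 (9.77%), 1056 at P10 (6.91%) and 1128 in adult (8.01%). Marked cells were kept, and their removal, which leaves 55233 cells, was an alternative. The alternative that changed the number of cells most, a filter of at least 2000 UMIs, at least 1500 genes and at most 10% mitochondrial UMIs, left 54280.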

We analyzed the scRNA-seq data using Seurat [24], after quality control and doublet removal, a total of 54,763 (10,522 for P1; 17,169 for P4; 14,063 for P10; and 13,009 for Adult) high-quality cells (average 4,389 genes per cell) were retained for downstream analysis.

**Fig 1:**
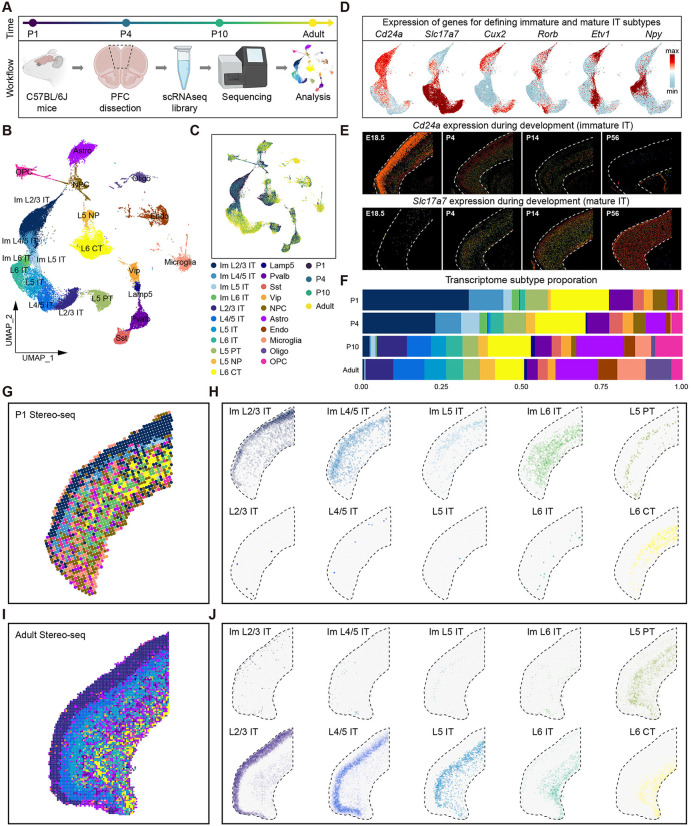
Spatiotemporal molecular and cellular atlas of mouse PFC during postnatal development. **(A)** Schematic diagram of experimental workflow, created with BioRender.com. C57BL/6J mice at four time points (P1, P4, P10, and Adult) were selected, and the PFC region of the brain was dissociated. Then, scRNAseq libraries construction and sequencing were performed, followed by downstream analysis. **(B)** Uniform Manifold Approximation Projection (UMAP) of all cells in mouse PFC from scRNA-seq data, which is colored by cell subtypes. Im, immature. **(C)** UMAP of all cells in mouse PFC from scRNA-seq data, which is colored by time stages. **(D)** Expression of genes for defining immature and mature IT subtypes in UMAP. **(E)** Allen mouse brain ISH images of *Cd24a* (immature IT, top) and *Slc17a7* (mature IT, bottom) genes at E18.5, P4, P14, and P56. **(F)** Proportion of each cell subtype at each developmental stage. **(G)** Spatial distribution of all cell subtypes in mouse PFC from P1 stereo-seq data. **(H)** Spatial distribution of each excitatory neuronal subtype in mouse PFC from P1 stereo-seq data. **(I)** Spatial distribution of all cell subtypes in mouse PFC from adult stereo-seq data. **(J)** Spatial distribution of each excitatory neuronal subtype in mouse PFC from adult stereo-seq data.

To identify the shared and unique cell types in PFC across four postnatal time points, we performed unsupervised clustering on these cells after removing batch effects using Harmony [25]. A total of 21 PFC cell subtypes were identified (Figs 1B and S1A), each defined by top differentially expressed genes (DEGs) and previously reported cell type marker genes (S1B Fig and S1 Table) [22,23]. 

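The authors' annotation of cells was not used here, and cell classes were rebuilt. Cells were clustered within each library with the Leiden algorithm at resolution 0.5, on 30 principal components of 2000 variable genes and 20 neighbours, without Harmony. Genes that the paper names, the genes of Table S5 and preset gene lists were left out of the variable genes. Genes named here only by the size of their change were picked after clustering, and could be variable genes. This gave 19 clusters at P1, 21 at P4, 24 at P10 and 26 in adult. Clusters were called X-like from marker lists for 14 classes, such as Neurod6 and Meis2 for IT neurons, Gad1 and Gad2 for inhibitory neurons and Pdgfra and Cspg4 for OPCs. The lists were fixed before the data were examined, while the score a cluster had to reach was set after the clusters had been seen. Cells of clusters that met no list, or that of more than 1 class, were left unnamed. They made up 12.5% of cells at P1, 6.42% at P4, 3.59% at P10 and 4.67% in adult. The unnamed share at P1 moved most with joint clustering of the 4 libraries, to 68.9%, where the largest P1 cluster held 99.6% cells of that library, and was 23.6% with clusters made at resolution 1.0. A difference from the subtypes of the study can therefore come from the rebuilt names.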

The distribution of these cell subtypes on the Uniform Manifold Approximation Projection (UMAP) plot suggested potential developmental trajectories (Fig 1C). Notably, we observed abundant immature IT neurons (highly expressed neurodevelopmental genes such as *Cd24a*) in P1 and P4 mice PFC [26], whereas mature IT neurons (highly expressed vesicular glutamate transporter genes such as *Slc17a7*) were predominantly enriched in P10 and adult mice PFC [27,28] (Figs 1D, 1E, and S1C). 

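Cd24a (chromosome 10, 43578284 to 43584265) encodes a cell surface glycoprotein, and Slc17a7 (chromosome 7, 45163949 to 45176142) the vesicular glutamate transporter VGLUT1. Both are annotated as protein-coding, and neither was a marker or a clustering feature. IT-like cells numbered 5366 at P1, 7322 at P4, 4786 at P10 and 4358 in adult. Their Cd24a level was 1656 CPM (1649.8 to 1663) at P1, 2041 (2033 to 2049) at P4, 680.1 (675 to 685) at P10 and 4.81 (4.35 to 5.31) in adult, a log2 ratio of adult over P1 of -8.43 (-8.57 to -8.28). Slc17a7 rose over the same ages from 31.7 (30.8 to 32.6) CPM at P1 to 199.6 (197 to 202) at P4, 1296 (1289.7 to 1303) at P10 and 2164 (2154 to 2174) in adult, a log2 ratio of 6.09 (6.05 to 6.13). Among the alternatives, joint clustering moved both ratios most, to -8.78 for Cd24a and 5.41 for Slc17a7, with only 66 IT-like cells at P1. To compare cells of unequal depth, each cell was thinned to 2000 UMIs, which left out 46 IT-like cells at P10 and 95 IT-like cells in adult and none at the earlier ages. Cd24a was then detected in 93.7% of IT-like cells at P1, 96.3% at P4, 61.7% at P10 and 0.915% in adult, and Slc17a7 in 4.40% at P1, 24.4% at P4, 84.8% at P10 and 96.5% in adult. Unthinned, the shares were 99.9%, 100%, 96.0% and 5.35% for Cd24a and 37.3%, 70.0%, 98.8% and 99.1% for Slc17a7, in the same order of ages. Microglia-like cells, which should lack both transcripts, show what RNA of other cells adds: 8.82%, 46.5%, 13.1% and 0.671% of them had a Cd24a UMI after thinning, and 0%, 9.30%, 22.8% and 29.9% a Slc17a7 UMI. The Cd24a share of adult IT-like cells is within counting error of this background. The Slc17a7 share was above it from P4 on, and at P1, with 34 microglia-like cells, only without thinning, where 5.88% of them had a UMI. Median UMIs per cell were 28248, 16158, 24879 and 19599 in IT-like and 25600.5, 8815, 4524 and 4258 in microglia-like cells.

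**Figure D2:**
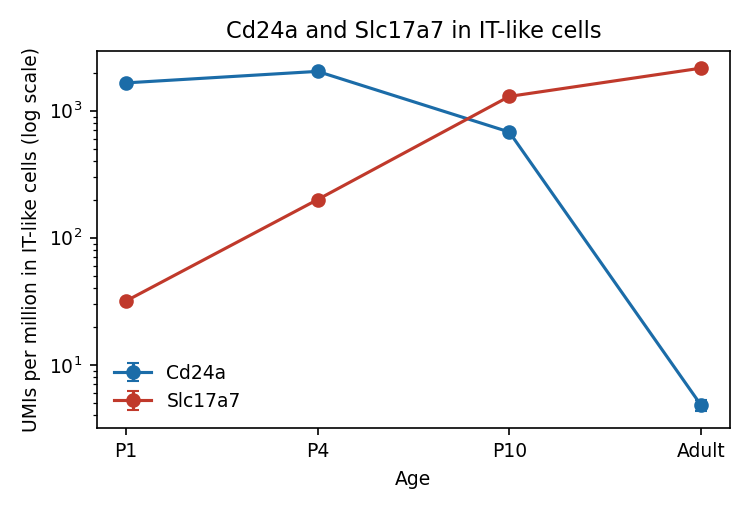
CPM of Cd24a and Slc17a7 in IT-like cells of the library of each age, on a log axis, with 95% Poisson intervals. Cd24a falls from 1656 CPM at P1 to 4.81 CPM in adult, and Slc17a7 rises from 31.7 to 2164 CPM.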

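Cux2 (chromosome 5, 121856366 to 122050102), Rorb (chromosome 19, 18930605 to 19111196), Etv1 (chromosome 12, 38779380 to 38870484) and Npy (chromosome 6, 49822710 to 49829507) were followed over all IT-like cells. Each also served as a marker in naming the IT-like subclusters by layer, so no layer is compared by them here. Cux2 stood at 68.6 CPM (67.3 to 69.9) at P1, 45.1 (43.8 to 46.3) at P4, 55.0 (53.7 to 56.4) at P10 and 64.7 (63.0 to 66.5) in adult, and Rorb at 79.5 CPM at P1, 36.3 at P4, 24.8 at P10 and 51.9 in adult. Etv1 was lowest at P4, with 42.6 CPM against 51.3 at P1, 141 at P10 and 201 in adult, while Npy was highest at P4, with 316 CPM against 237 at P1, 96.4 at P10 and 38.9 in adult. Of IT-like cells thinned to an equal depth, a Cux2 UMI was found in 12.2% at P1, 7.54% at P4, 10.1% at P10 and 11.9% in adult, a Rorb UMI in 11.5% at P1, 4.90% at P4, 4.39% at P10 and 8.59% in adult, an Etv1 UMI in 8.72% at P1, 6.16% at P4, 13.0% at P10 and 19.4% in adult and an Npy UMI in 9.95% at P1, 20.5% at P4, 11.4% at P10 and 6.45% in adult. The shares before thinning were, in the order P1, P4, P10 and adult, 51.5%, 34.3%, 47.6% and 44.0% for Cux2, 48.3%, 24.9%, 25.2% and 32.4% for Rorb, 26.1%, 21.2%, 36.8% and 54.5% for Etv1 and 22.6%, 36.2%, 31.5% and 29.4% for Npy. In thinned microglia-like cells, at the median depths given with Cd24a, these genes were found in 2.94%, 3.49%, 2.02% and 2.68% (Cux2), 2.94%, 2.33%, 1.01% and 0.479% (Rorb), 2.94%, 14.0%, 15.7% and 15.0% (Etv1) and 0%, 14.0%, 5.48% and 9.01% (Npy). In adult, the Cux2, Rorb and Etv1 shares of IT-like cells were above these beyond counting error, and so were the Cux2, Rorb and Npy shares at P10. The Npy share in adult and the Etv1 shares at P4 and P10 were not above the microglia-like shares over all IT-like cells. Etv1 is nevertheless among the leading genes of an IT-like subcluster at both ages, and Npy of an adult subcluster made at resolution 1.0. Over abundant neuronal genes, microglia-like cells held a median of 20.0% of the IT-like level at P10. Whether their higher Etv1 is RNA of other cells was not tested, so no lack of Etv1 in IT-like cells is read from it. At P1, and for Cux2, Rorb and Npy at P4, the intervals overlapped, since few microglia-like cells were found at these ages.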

All IT neurons in the PFC of postnatal mice expressed layer-specific marker genes (*Cux2*, *Rorb*, *Etv1*, and *Npy*), suggesting that although they had already migrated to specific layers, they had not yet fully matured at early postnatal days (P1 and P4). Allen ISH results of developing mouse brain further confirmed the existence of these immature IT neurons (Figs 1D, S1C, and S2D).

Moreover, we observed the proportions of IT neuronal subtypes changed significantly during postnatal development, whereas other neuron subtypes such as L5 PT, L6 CT, L5 NP, and inhibitory neurons (Lamp5, Pvalb, Sst and Vip) were already present and remained relatively steady at P1 stage (Figs 1F, S1B, and S1E), reflecting the sequential birth and development of deep-layer neurons followed by superficial-layer neurons, which is consistent with previous reports on other cortical development [12,15]. 

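Shares of neurons were taken over the named neuronal classes of each library. IT-like cells made up 58.9% (57.9 to 59.9%) of 9111 neurons at P1 and 50.0% (49.2 to 50.8%) of 14641 at P4. At P10 the share was 48.7% (47.7 to 49.7%) of 9823, and in adult 52.9% (51.8 to 54%) of 8234. From P1 to adult it fell by 5.97 percentage points. Joint clustering turned this into a rise of 64.2 points, because only 2.38% of the named P1 neurons were IT-like there, and it was the alternative that moved the share most. The named P1 neurons leave out unnamed clusters nearest to L6 CT (988 cells), L5 PT (366) and Lamp5 (54). In adult, such clusters held 21 cells nearest to L6 CT and 33 nearest to Sst. Counting them would lower the P1 share more than the adult share, so no fall of the IT-like share is read. L5 PT-like cells accounted for 8.80% at P1, 9.59% at P4, 7.22% at P10 and 8.39% in adult, and L6 CT-like cells for 13.6% at P1, 16.1% at P4, 19.1% at P10 and 13.5% in adult. The P1 share of L6 CT-like cells depends on the naming. It was 22.7% with clusters at resolution 1.0, 18.9% with Scrublet-marked cells removed and 79.8% with joint clustering. At P1, 2 clusters of 988 cells in all (8.56% of cells) came nearest to L6 CT but stayed unnamed, the closer one at a score of 1.46, just under a threshold chosen with that score in view. Such clusters held 2.66% of cells at P4, 0.354% of cells at P10 and 0.149% of cells in adult. No rise from P1 to P10 is therefore read from these shares. The 4 inhibitory classes together held 18.7% (17.9 to 19.5%) at P1, 20.3% (19.6 to 20.9%) at P4, 20.3% (19.5 to 21.1%) at P10 and 17.2% (16.4 to 18.0%) in adult. No P1 cluster carried the name L5 NP-like, so these cells were not told apart from other neurons at P1, and their share was 4.04% at P4, 4.68% at P10 and 7.93% in adult. Pvalb-like and Lamp5-like clusters were likewise not named at P1, and Lamp5-like clusters not at P4 or P10 either, so the inhibitory classes cannot be compared singly across ages. Of neurons, Sst-like cells made up 13.9% at P1, 7.14% at P4, 4.87% at P10 and 5.53% in adult, Vip-like cells 4.86% at P1, 5.47% at P4, 7.39% at P10 and 3.96% in adult, Pvalb-like cells 7.67% at P4, 8.06% at P10 and 5.85% in adult, and Lamp5-like cells 1.87% in adult. Resolution 1.0 divided the 726 Vip-like cells of P10 into 501 Vip-like and 225 Lamp5-like cells, so the reported P10 share of Vip-like cells holds both. Among IT-like subclusters, only layer 6 could be named at P1 and layers 5 and 6 at P4, whereas clusters of layers 2/3, 4/5, 5 and 6 were named at P10 and in adult. The paper states that the proportions reflect deep-layer neurons being born and developing ahead of superficial-layer neurons, as in earlier reports on cortex.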

Non-neuronal cells (Astro, Microglia, Oligo, OPC) were rare at birth, primarily existing as neural progenitor cells (NPCs). 

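At P1, 428 of 11545 cells were astrocyte-, microglia-, oligodendrocyte- or OPC-like, a share of 3.71% (3.37 to 4.07%). Astrocyte-like cells numbered 170 (1.47% of cells), OPC-like cells 224 (1.94%) and microglia-like cells 34 (0.294%), and no oligodendrocyte-like cluster was found. NPC-like cells, named from proliferation genes such as Top2a, Mki67 and Ccnd2, numbered 486, or 4.21% (3.85 to 4.59%). The intervals of the NPC-like share and of the 4 glial classes together overlap. The NPC-like share was the higher one beyond counting error with Scrublet-marked cells removed (4.19% against 3.18%), with the stricter filter (5.02% against 3.08%) and with joint clustering (6.05% against 0.130%), and the lower one at resolution 1.0 (2.54% against 5.38%). From P1 to adult the NPC-like share changed by -4.21 percentage points, and the alternative that moved this most, joint clustering, gave -5.93.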

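Over all cells that passed the filter, the astrocyte-, microglia-, oligodendrocyte- and OPC-like share went from its P1 value to 11.4% (10.9 to 11.9%) at P4, 25.9% (25.2 to 26.6%) at P10 and 30.9% (30.1 to 31.7%) in adult, an increase of 27.2 percentage points from P1 to adult. The alternatives gave increases from 23.0 points with the stricter cell filter to 33.3 points with joint clustering. Astrocyte-like cells made up 6.57% at P4, 12.9% at P10 and 12.2% in adult, and microglia-like cells 0.458% at P4, 4.63% at P10 and 7.43% in adult. Oligodendrocyte-like clusters were found from P10 on, with 1.51% of cells at P10 and 7.03% in adult. OPC-like cells rose to 6.88% at P10 and stood at 4.27% in adult. These are shares of the cells recovered after dissociation, not of the cells in the tissue.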

Then their amounts were gradually increased with age, which is consistent with the period of gliogenesis after birth [14].

To further analyze the cell subtypes with their spatial organization, we collected previously published spatial-omics data from sagittal sections of mice at P1 and P77 [29], and extracted the data of PFC region for spatial transcriptomic analysis (S1F Fig). We mapped the cell subtypes from our scRNA-seq atlas onto the spatial coordinates of the P1 (Figs 1G, 1H, and S1G) and P77 (Figs 1I, 1J, and S1H) stereo-seq datasets using Cell2location [30]. The spatial mapping results confirmed that immature IT neurons were predominantly observed in P1, which already exhibited layer-specific localization, while in adult, there were mainly mature IT neurons (Fig 1H and 1J). Other neuronal subtypes, including L5 PT, L6 CT, L5 NP, and inhibitory neurons have been already appeared at P1 stage. This spatial localization further supports the dynamic developmental progression of PFC neurons from early postnatal immaturity to adult maturity.

### Transcriptomic dynamics of mouse PFC neurons during postnatal development

During the first two postnatal weeks of mice, neurons in PFC undergo multiple developmental events, including axon elongation, dendritic branching, and circuit assembly [9]. These events are regulated by the expression of specific transcriptomic programs. Thus, we further analyzed the transcriptomic dynamics of 34,050 excitatory neurons and 7,025 inhibitory neurons from our scRNA-seq data (Fig 2A). 

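The classes rebuilt here held 33720 excitatory neurons (IT-, L5 PT-, L5 NP- and L6 CT-like) over the 4 ages, 7405 at P1, 11671 at P4, 7827 at P10 and 6817 in adult. The 4 inhibitory classes held 8089 cells, 1706 at P1, 2970 at P4, 1996 at P10 and 1417 in adult. Neurons in clusters left unnamed are in neither count.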

To investigate the correspondence of neuronal subtypes at different ages, we applied a supervised classification framework to identify temporal associations among neuronal subtypes based on transcriptomic similarity. Our analysis revealed distinct transcriptomic dynamics among different neuronal subtypes (Figs 2B and S2A–S2C). 

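The comparison of neuronal classes across ages was rebuilt with XGBoost on 2000 variable genes. A classifier trained on the named neurons of an age assigned labels to those of the next age, and the dynamic score of a class was taken as 1 minus the Rand index between the assigned and the own labels of its cells. Each gene was scaled within each library, which takes out a shift shared by the neurons of an age. IT-like cells carried 10 subcluster labels at each later age and every other class 1 label, so the score of IT-like cells also counts assignments to another subcluster. Their score was 0.185 from P1 to P4, 0.193 from P4 to P10 and 0.157 from P10 to adult, a mean of 0.178 over 3 steps. L5 PT-like cells scored 0.0902, 0.0169 and 0.0876, a mean of 0.0649. With IT-like cells merged into 1 label before training, as for the other classes, the order reversed: the mean was 0.0356 for IT-like and 0.138 for L5 PT-like cells, although from P4 to P10 IT-like cells stayed higher, at 0.0642 against 0.0224. It also reversed with cells thinned to 2000 UMIs and equal numbers of cells per class in training, at 0.217 against 0.276. This reversal rests on the step from P10 to adult (0.205 against 0.550), while IT-like cells were higher from P1 to P4 (0.233 against 0.125) and from P4 to P10 (0.213 against 0.155). In the thinned setting only 59.5%, 38.6% and 40.6% of IT-like cells were assigned to any IT-like label at the 3 steps, against 99.2%, 95.8% and 96.3% in the reported setting. For L5 PT-like cells the thinned shares were 93.5%, 91.8% and 61.7%. In thinned training, all IT-like subclusters together had 300 cells, as many as L5 PT-like cells had for their 1 label. Depth, class balance and cells per label thus changed together, so this setting does not test depth by itself. With IT-like subclusters made at resolution 1.0, the means were 0.116 and 0.0616.

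**Figure D3:**
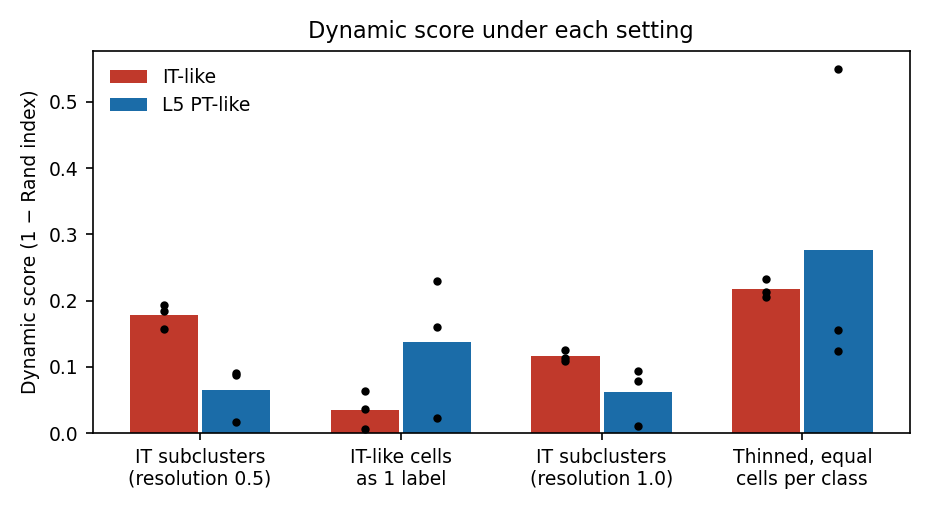
Dynamic score (1 minus the Rand index) of IT-like and L5 PT-like cells under the reported setting, at the left, and 3 alternatives. Bars give the mean over 3 age steps and points the single steps; the IT-like bar is the higher in the reported setting, at 0.178, and the lower where IT-like cells carry 1 label, at 0.0356.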

IT neurons displayed the highest dynamic score across ages, suggesting significant transcriptional reprograming in PFC IT neurons during postnatal development (Figs 2C and S2C). In contrast, PT, NP, CT, and inhibitory neurons displayed significantly low dynamic score across ages, indicating that their transcriptomic subtypes remained largely consistent (Figs 2C and S2B).

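Of the classes trained at all 3 steps, L6 CT-like cells had the lowest mean score, 0.0328, with steps from 0.0161 to 0.0486. Sst-like cells had a mean of 0.0807 and Vip-like cells of 0.0679 over the same steps. L5 NP- and Pvalb-like cells were absent from training at P1. Over all 3 steps their means were 0.231 and 0.105. Over the later steps alone, a restriction chosen after the values had been seen, they were 0.0942 and 0.152, and the step of Pvalb-like cells from P4 to P10, at 0.238, was above every step of IT-like cells. With a single own label, the score measures how far the cells of a class were split between assigned labels. The assigned class was the own class for 99.2% of adult L6 CT-like cells and 86.5% of P10 Pvalb-like cells. Under the thinned setting, L6 CT-like cells had a mean of 0.145, and Pvalb-like cells, over the later steps, of 0.231. With IT-like cells merged into 1 label, the means over 3 steps were 0.0686 for L6 CT-like, 0.0710 for Vip-like, 0.0837 for Sst-like, 0.0961 for Pvalb-like and 0.252 for L5 NP-like cells, each above that of IT-like cells in this setting. Without the step from P1 to P4, IT-like cells (0.0502) lay above L6 CT-like (0.0404) and Vip-like cells (0.0425) there.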

**Fig 2:**
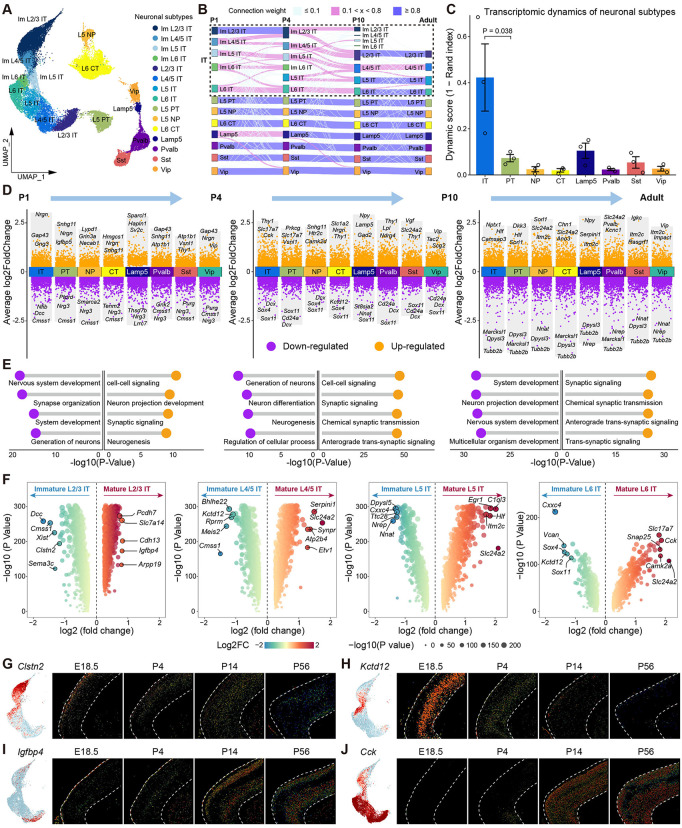
Transcriptomic dynamics of mouse PFC neurons during postnatal development. **(A)** Uniform Manifold Approximation Projection (UMAP) of all neurons in mouse PFC from scRNA-seq data, which is colored by neuronal subtypes. **(B)** Sankey diagram shows temporal associations among mouse PFC neuronal subtypes across ages identified by transcriptomic similarity. Nodes, individual PFC neuronal subtypes at each age; edges, colored based on transcriptomic similarity. **(C)** Transcriptomic dynamics of each neuronal subtype between each pair of consecutive ages, quantified based on transcriptomic similarity. Dynamic score (1 − Rand index (RI)) ranges from 0 (low variation) to 1 (high variation). Bar heights, mean score computed across pairs of consecutive ages; error bars, standard deviation; *P* = 0.038 for IT against PT. IT neurons are merged into one subtype. The data underlying this Figure can be found in S1 Data. **(D)** Volcano plots show the differentially expressed genes (DEGs) of each neuronal subtype between different ages. The neuronal subtypes of each age are compared with the same neuronal subtypes of the previous age. Orange, up-regulated genes; purple, down-regulated genes. **(E)** Top 4 gene ontology (GO) terms for DEGs in each age comparison. Orange, GO terms of up-regulated genes; purple, GO terms of down-regulated genes. **(F)** Volcano plots show the DEGs between immature and mature IT neurons, separated by different layers. Color represents log2(fold change), point size represents -log10(P value). **(G)** UMAP visualization of *Clstn2* gene expression in IT neurons of mouse PFC (left). Allen mouse brain ISH images of *Clstn2* gene at E18.5, P4, P14 and P56 (right). **(H)** UMAP visualization of *Kctd12* gene expression in IT neurons of mouse PFC (left). Allen mouse brain ISH images of *Kctd12* gene at E18.5, P4, P14 and P56 (right). **(I)** UMAP visualization of *Igfbp4* gene expression in IT neurons of mouse PFC (left). Allen mouse brain ISH images of *Igfbp4* gene at E18.5, P4, P14 and P56 (right). **(J)** UMAP visualization of *Cck* gene expression in IT neurons of mouse PFC (left). Allen mouse brain ISH images of *Cck* gene at E18.5, P4, P14 and P56 (right).

Next, we investigated how genome-wide expression profiles of individual neuronal subtypes change during development. To this end, we identified DEGs of each neuronal subtypes between different time points based on scRNA-seq data (Figs 2D and S2D). 

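Cells of an age are not replicates, so no count of DEGs was made. In IT-like cells, genes were instead ranked by the change in log2(CPM + 10), a scale that understates changes of low genes, among those with at least 50 CPM at either age. From P1 to adult, over 5389 genes, the largest rises were those of Rasgrp1 (5.99), which is also an IT marker, Egr1 (5.72), Slc17a7 (5.70), Thy1 (5.59, from 16.7 to 1270.0 CPM) and Car10 (5.52, from 1.70 to 528 CPM). The largest falls were those of Tubb2b (-7.17, from 4886 to 24.0 CPM), a gene whose near-identical paralogs the counting could have mixed, Cd24a (-6.81), Sox11 (-5.88), Gm49317 (-5.33) and Dpysl3 (-5.20, from 2905 to 69.2 CPM). From P1 to P4, Nrgn rose most (3.39, from 131 to 1465 CPM), followed by Snhg11, Rgs4 (an IT marker), Gda and Vsnl1. Gm49317 (-5.35), Cmss1 (-4.20), Dcc (-4.09), Gm20388 and Gm49353 fell most, the last pair being genes listed in the P1 file alone. Over the step from P4 to P10, Car10 (3.73), Nrn1 (an IT marker), Egr1 (3.28), Inka2 and Thy1 (3.15) led the rises, and Sox11 (-2.98), Mex3a (-2.87), Carhsp1, Vcan (an OPC marker) and Trim67 the falls. From P10 to adult, Camsap3 (3.56), Efhd2 (3.42), Nptx1 (3.38), Igfbp6 and Hapln4 rose most, and Tubb2b (-5.63), Cd24a (-5.54), Dpysl3 (-4.58), Dpysl5 and Marcksl1 (-3.88) fell most.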

Gene ontology (GO) enrichment analysis revealed that genes related to neuronal development and synaptic organization were abundant in the first two postnatal weeks, and genes related to synaptic signaling transmission were up-regulated concomitant with development (Fig 2E).

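GO terms were not tested here. In their place, a list of 32 genes of neuronal development (Dcx, Tubb3, Stmn1, Gap43 and others) and a list of 34 genes of synaptic transmission (Syt1, Snap25, Syp, Gria1 and others), both drawn up together with the marker lists, were followed in IT-like cells. The median log2 ratio of adult over P1 was -2.68 for the development list, with 0 genes higher in adult, and 1.75 for the synaptic transmission list, with 33 genes higher. The median over all genes was -0.28. Against 10000 random lists of equal size matched on mean expression, the development list lay at percentile 0 and the synaptic transmission list at percentile 100, which describes these libraries and is not a test. By step, the development list changed by a median of -0.06 from P1 to P4, -0.88 from P4 to P10 and -1.38 from P10 to adult. The synaptic transmission list changed by 0.64, 0.84 and 0.37 over these steps. Median-of-ratios scaling moved both lists most, to -2.36 for development and 2.07 for synaptic transmission.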

Given that IT neurons undergo a developmental transition from immature to mature subtypes, we further analyzed the DEGs of layer-specific IT neurons during postnatal development (Fig 2F and S2 Table). Immature IT neurons predominantly express genes associated with neuronal development. For example, *Clstn2*, which plays crucial roles in nervous system development and synaptic plasticity [31,32], is highly expressed in immature L2/3 IT neurons at P1, but significantly reduced concomitant with development (Fig 2G and S2E). Moreover, *Kctd12*, a key gene affecting neuronal excitability and synaptic transmission by regulating voltage-gated potassium channels [33], is highly expressed in immature L6 IT neurons at P1 and P4, but hardly expressed in adult (Figs 2H and S2F). In contrast, mature IT neurons predominantly express genes associated with neuronal vesicular transport. For example, *Igfbp4* is highly expressed in the mature L2/3 IT neurons at P14 (Figs 2I and S2G). 

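Clstn2 (chromosome 9, 97444395 to 98033181) encodes calsyntenin 2. No P1 subcluster could be named layer 2/3, so the gene is given over all IT-like cells, at 448 CPM (445 to 452) at P1, 124 (122 to 126) at P4, 118 (116 to 120.2) at P10 and 118 (116 to 121) in adult, a log2 ratio of adult over P1 of -1.92 (-1.95 to -1.89). Nearly all of this change fell between P1 and P4, at -1.86. In layer 2/3 IT-like cells, Clstn2 was at 104 (99.9 to 108) CPM at P10 and 73.7 (70.1 to 77.5) in adult. Layer 6 IT-like cells went from 367 CPM at P1 to 105 at P4 and 112 at P10, and stood at 208 in adult. Clstn2 is longer than 200 kb, and from P1 to P4 the 604 genes longer than this changed by a median of -0.38 in IT-like cells, against 0.19 for genes under 20 kb matched on expression.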

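Kctd12 (chromosome 14, 102976581 to 102982637) was measured in subclusters named layer 6 IT-like, which held 506 cells at P1, 1004 at P4, 845 at P10 and 706 in adult. Its level there was 444 CPM (434 to 454) at P1, 155 (148 to 162) at P4, 30.1 (27.6 to 32.7) at P10 and 16.4 (14.3 to 18.8) in adult. Over all IT-like cells it was 163 CPM at P1, 124 at P4, 71.6 at P10 and 55.1 in adult, a log2 ratio of adult over P1 of -1.56 (-1.61 to -1.52). At P1, layer 6 IT-like cells thus had more Kctd12 than IT-like cells as a whole, and in adult less, in both cases beyond counting error. At P4, the level over all IT-like cells was close to those of L5 PT-, NPC- and OPC-like cells, at 109, 111 and 111 CPM. How much of it is free RNA was not measured, which limits how its fall is read.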

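Cck (chromosome 9, 121489824 to 121495694) was at 106 CPM (104 to 108) at P1, 195 (193 to 198) at P4, 1049 (1043 to 1055) at P10 and 1809.6 (1800.4 to 1819) in adult in IT-like cells, a log2 ratio of adult over P1 of 4.09 (4.07 to 4.12). P14 is not among the libraries analysed here. Among adult layers, it reached 1894 CPM in layer 2/3, 1605 in layer 4/5, 1799 in layer 5 and 2107 in layer 6 IT-like cells. At P10 the same layers stood at 1194, 1197, 527 and 1749 CPM, so the rise from P10 to adult was largest in layer 5. Of thinned IT-like cells, a Cck UMI was found in 13.7% at P1, 25.8% at P4, 74.9% at P10 and 92.8% in adult, and of thinned microglia-like cells in 2.94%, 2.33%, 20.8% and 34.3%. Unthinned, the IT-like shares were 57.2%, 76.3%, 97.7% and 98.4%. At P1 the thinned shares of both classes overlap within counting error.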

*Cck* gene encodes cholecystokinin protein belonging to the neuropeptide family, is highly expressed in all mature IT neurons in P14 and adult mice (Figs 2J and S2H).

### Identification of cell-type-specific transcription factors during IT neuron postnatal development

Our scRNA-seq data revealed significant transcriptomic dynamics of PFC IT neurons during postnatal development. To further investigate the heterogeneity of IT neurons during development, we reconstructed the developmental trajectory of PFC IT neurons using Monocle2 [34] (Fig 3A and 3B). Pseudotime analysis delineated the dynamic progression from immature IT neurons to mature IT neurons (Fig 3C). IT neurons at different developmental timepoints were orderly distributed along the pseudotime axis. IT neurons at P1 and P4 predominantly located at the beginning of the trajectory, while those at P10 and adult predominantly located at the end of the trajectory (S3A–S3D Fig), suggesting that IT neuron maturation is tightly synchronized with temporal progression. 

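Monocle2 was not run here. As a stand-in, 4263 IT-like cells of each library, each thinned to 2000 UMIs, were placed on their first principal component, with reported genes left out and the end with the lowest P1 median taken as the start. Of the P1 and P4 cells, 99.5% (99.3 to 99.6%; 8483 of 8526) lay at or below the median position of all cells on this axis. By age, the share of cells there was 100% at P1, 99% at P4, 1.01% at P10 and 0% in adult. Diffusion pseudotime in place of the principal component gave 99.9% of P1 and P4 cells on that side, the largest move among the alternatives. With 1 library per age, such an axis can follow differences between the libraries as well as between the ages. From the order of the ages along pseudotime, the paper proposes that the maturation of IT neurons is synchronized with age.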

We observed some L6 IT neurons appear early in pseudotime. This is because deep neurons develop first, so some L6 IT neurons have already matured at P1. Through differential gene expression analysis, we identified 3,198 genes that exhibited significant alterations along pseudotime (S3 Table). These genes were clustered into five distinct modules. GO enrichment analysis revealed the function of each gene module (Fig 3D). Genes highly expressed at the beginning of the trajectory were associated with neuronal development and projection organization, whereas those enriched at the end of the trajectory were associated with cell communication and transport.

**Fig 3:**
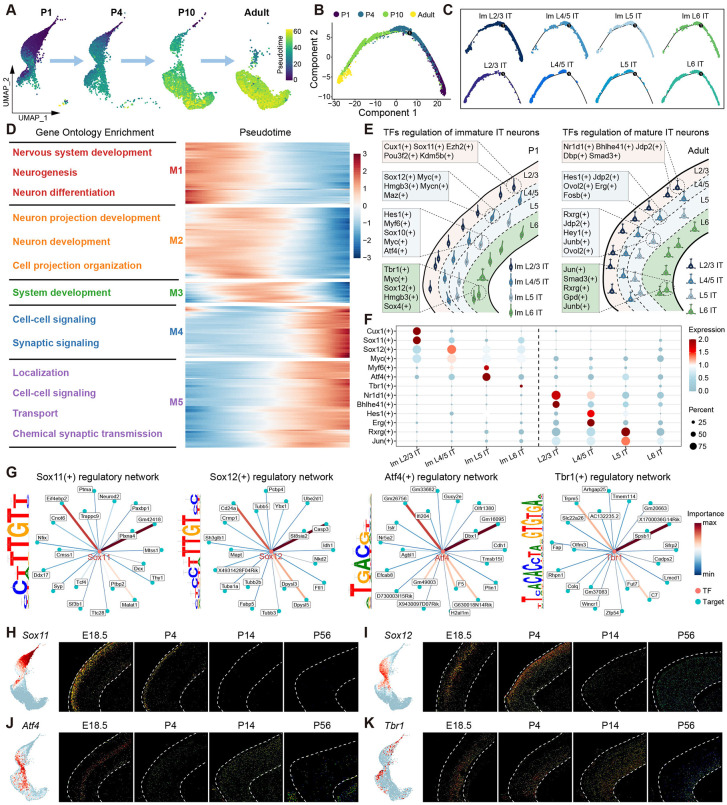
The maturation dynamics and the underlying transcription factor regulation of mouse PFC IT neurons during postnatal development. **(A)** Uniform Manifold Approximation Projection (UMAP) of mouse PFC IT neurons at different ages during development, which is colored by pseudotime value. **(B)** Pseudotime trajectory of IT neurons, which is colored by time stages. **(C)** Pseudotime trajectory of each IT neuron subtype, which is colored by IT subtypes. **(D)** Heatmap shows gene modules associated with pseudotime and gene ontology terms for each gene modules. **(E)** Schematic illustrates the spatially specific TFs regulation of IT neurons in the immature (left) and mature (right) mouse prefrontal cortex (PFC). **(F)** Dotplot shows the specific TF regulons expressed in each IT neuron subtype. **(G)** The TF regulatory networks of relguons Sox11(+), Sox12(+), Atf4(+), Tbr1(+) and their top 20 target genes are shown respectively. Edges are colored based on importance score. The TF binding motifs are shown on the left. **(H)** UMAP visualization of *Sox11* gene expression in IT neurons (left). Allen mouse brain ISH images of *Sox11* gene at E18.5, P4, P14, and P56 (right). **(I)** UMAP visualization of *Sox12* gene expression in IT neurons (left). Allen mouse brain ISH images of *Sox12* gene at E18.5, P4, P14, and P56 (right). **(J)** UMAP visualization of *Atf4* gene expression in IT neurons (left). Allen mouse brain ISH images of *Atf4* gene at E18.5, P4, P14, and P56 (right). **(K)** UMAP visualization of *Tbr1* gene expression in IT neurons (left). Allen mouse brain ISH images of *Tbr1* gene at E18.5, P4, P14, and P56 (right).

The development of neurons and their projection organization are under the control of transcription factors (TFs) [4]. Using SCENIC [35], we identified distinct regulons in each IT neuronal subtype (S3E Fig and S4 Table). Based on these results, we delineated a spatiotemporal TFs landscape during IT neuron maturation (Fig 3E). We found that IT neurons were regulated by distinct TFs during different mature and immature states. 

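Regulon activity was not computed here, and the values are those of expression of the genes themselves in IT-like cells. Sox11 (chromosome 12, 27334264 to 27342574), Sox4 (chromosome 13, 28948919 to 28953713) and Sox12 (chromosome 2, 152393611 to 152398063) stand for the Sox family. Sox4 fell from 1396 (1389.6 to 1401) CPM at P1 to 575 at P4, 100 at P10 and 38.3 (37.0 to 39.7) in adult, a log2 ratio of adult over P1 of -5.19 (-5.24 to -5.14). The ratio was -6.35 (-6.41 to -6.29) for Sox11 and -3.26 (-3.33 to -3.18) for Sox12. Nr1d1 (chromosome 11, 98767932 to 98775333) rose from 14.8 (14.2 to 15.4) CPM at P1 and 11.8 at P4 to 77.1 at P10 and 116 (114 to 119) in adult, a log2 ratio of 2.98 (2.91 to 3.04). It belongs to a list of 9 clock genes that all rose, by a median of 2.83. Hes1 (chromosome 16, 30064384 to 30067796) was at 0.396 CPM at P1, 3.83 at P4, 13.2 at P10 and 11.6 in adult, with a log2 ratio of 4.88 (4.50 to 5.28), and Rxrg (chromosome 1, 167598384 to 167639623) at 0.132 CPM at P1, 0.341 at P4, 2.04 at P10 and 7.72 in adult, with 5.87 (5.23 to 6.59). At P1, Hes1 rested on 60 UMIs and Rxrg on 20 in all IT-like cells. Of thinned IT-like cells, a Hes1 UMI was found in 1.96% at P10 and 1.88% in adult and a Rxrg UMI in 0.295% and 1.31%. In microglia-like cells these shares were 1.88% and 2.30% for Hes1 and 0.144% and 1.05% for Rxrg, so over IT-like cells as a whole neither gene stands above them. Thinning makes the UMIs per cell equal but not the part of them that is free RNA. These shares therefore do not measure the background of IT-like cells. Median UMIs per cell were 24879 and 19599 in IT-like and 4524 and 4258 in microglia-like cells. The level differed between layers beyond counting error. In adult, Hes1 was at 18.5 (16.8 to 20.4) CPM in layer 5 and 4.36 (3.52 to 5.35) in layer 2/3 IT-like cells, and Rxrg at 15.7 (14.1 to 17.4) and 1.75 (1.23 to 2.42). IT-like subclusters led by astrocyte genes belong to neither layer.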

Immature IT neurons at P1 were primarily regulated by neurodevelopmental TFs, such as the *Sox* gene family, whereas mature IT neurons at adult were mainly regulated by metabolic and signaling transmission-related TFs, such as Nr1d1(+), Hes1(+), Rxrg(+). Of note, these TFs exhibit layer-specific spatial expression patterns, underlying the specific regulation of the development IT neuronal subtypes within precise locations at different developmental stages (Fig 3E and 3F).

We further analyzed four TFs (Sox11(+), Sox12(+), Atf4(+), and Tbr1(+)) that regulate immature IT neurons in different cortical layers, and constructed their downstream target gene regulatory networks. These TFs bind to target genes through specific binding motifs to exert regulatory functions (Fig 3G). The spatial expression patterns of these TFs were further validated by Allen ISH data. 

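In IT-like cells, Sox11 was at 2095 CPM (2087 to 2102) at P1, 799 (794 to 805) at P4, 92.6 (90.8 to 94.3) at P10 and 25.7 (24.6 to 26.9) in adult. Layer 2/3 could be named only from P10 on, where Sox11 stood at 64.9 CPM, against 31.3 in adult. In layer 6 IT-like cells, the only layer named at P1, it went from 2059 CPM at P1 to 908 at P4, 109 at P10 and 30.4 in adult.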

*Sox11*, which has been previously reported in the regulation of circuit development of L2/3 IT neurons in the motor cortex [15], is highly expressed in immature L2/3 IT neurons at P1 (Fig 3H). Similarly, immature L4/5 IT neurons highly express *Sox12* (Fig 3I), whereas *Atf4* and *Tbr1* are expressed in immature L5 IT and immature L6 IT neurons, respectively (Fig 3J and 3K). These findings provided new insights for understanding the transcriptional logic of IT neuron postnatal development.

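Sox12 was at 178 CPM (176 to 180.0) at P1, 221 (218 to 224) at P4, 70.8 (69.3 to 72.4) at P10 and 18.6 (17.7 to 19.6) in adult in IT-like cells. In layer 4/5 IT-like cells, named from P10 on, it was at 54.4 CPM at P10 and 16.0 in adult, and in layer 5 IT-like cells at 224 CPM at P4. Atf4 (chromosome 15, 80255184 to 80257541) was at 121 CPM at P1, 151 at P4, 117 at P10 and 109.9 in adult in IT-like cells. Layer 5 IT-like cells had 185 (179.5 to 191) CPM of it at P4, against 161 (154 to 168) in layer 6 IT-like cells of that library, and 120.5 at P10 and 122 in adult. Tbr1 (chromosome 2, 61802930 to 61814114) was at 205 CPM at P1, 139 at P4, 121 at P10 and 178 in adult in IT-like cells. Layer 6 IT-like cells were above this at each age, with 289 CPM (281 to 297) at P1, 253 (244 to 262) at P4, 218 (211 to 225) at P10 and 199.9 (192 to 208) in adult. From P1 to adult, over all IT-like cells, the log2 ratio was -0.14 (-0.17 to -0.10) for Atf4 and -0.20 (-0.23 to -0.17) for Tbr1.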

### Dynamics of circuit wiring molecules during IT neuron postnatal development

Cadherins and axon guidance molecules, play crucial roles in neural circuit wirings [36]. Using scRNA-seq, we analyzed the differential expression of 371 cadherins and axon guidance genes during postnatal development, and identified numerous molecules show developmental stage-specific expression patterns (Fig 4A and S5 Table). Furthermore, we compared the differentially expressed cadherins and axon guidance genes in different IT neuronal subtypes during development (Figs 4B and S4A). For example, *Dcc*, a cell membrane receptor that plays important roles in axon guidance of neurons [37], is highly expressed in immature L2/3 IT neurons at P1. In contrast, the cadherin *Camk2a*, which influences learning and memory processes by regulating neurotransmitter release and synaptic plasticity [38], is highly expressed in mature L2/3 IT neurons at Adult (Figs 4B and S4A).

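All 371 genes of Table S5 are in the deposited files. In IT-like cells, 242 of them reached 50 CPM at 1 or more ages. Of these, 89 were highest at P1, 27 at P4, 40 at P10 and 86 in adult. Between P1 and adult, 69 were at least 2-fold higher in adult and 63 at least 2-fold lower, counted on log2(CPM + 10). These are counts of sizes in 1 library per age, without a test.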

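Dcc (chromosome 18, 71253634 to 72351069) encodes a netrin receptor. Its level in IT-like cells was 299.9 CPM (297 to 303) at P1, 8.21 (7.69 to 8.76) at P4, 4.6 (4.21 to 5.01) at P10 and 4.70 (4.24 to 5.20) in adult, a log2 ratio of P4 over P1 of -5.19 (-5.29 to -5.10) and of adult over P1 of -5.99 (-6.14 to -5.85). In layer 6 IT-like cells it was at 141 CPM at P1, 9.98 at P4, 7.21 at P10 and 8.78 in adult, and in layer 2/3 IT-like cells, named from P10 on, at 2.92 and 3.08 CPM. Most of its fall lies at the step from P1 to P4, on which the libraries differ in processing, and Dcc is longer than 200 kb, with the limit given for Clstn2.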

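Camk2a (chromosome 18, 60925618 to 60988152) encodes the alpha subunit of calcium/calmodulin-dependent protein kinase II. It was at 27.9 CPM (27.1 to 28.8) at P1, 166 (163 to 168) at P4, 791 (786 to 796) at P10 and 1355 (1347 to 1363) in adult in IT-like cells, a log2 ratio of adult over P1 of 5.60 (5.56 to 5.64). By layer in adult, it was at 1694 CPM in layer 2/3, 1329 in layer 4/5, 1046 in layer 5 and 1513 in layer 6 IT-like cells. From P10, layer 6 started at 731 CPM and layer 2/3 at 1013.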

**Fig 4:**
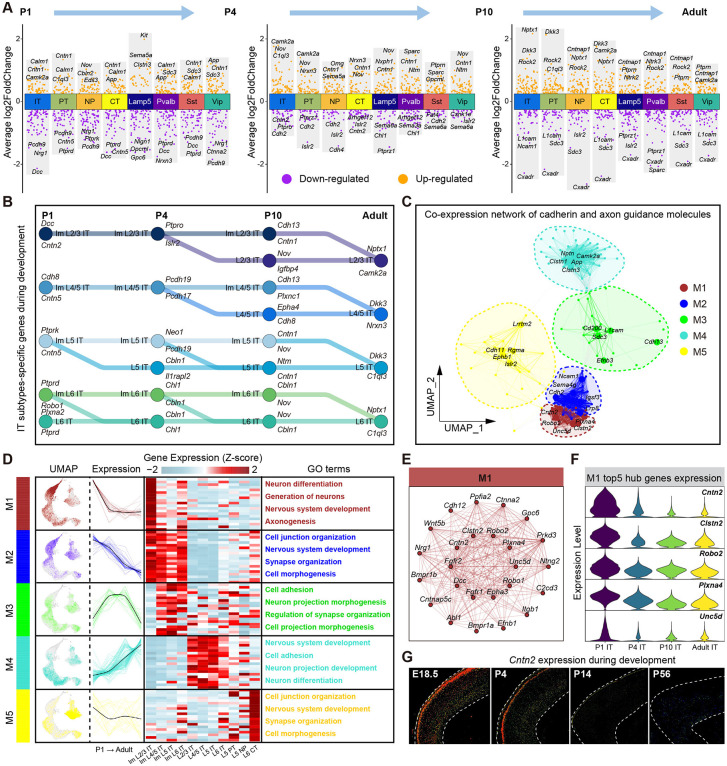
Expression dynamics of cadherin and axon guidance genes in mouse PFC during postnatal development. **(A)** Volcano plots show the differentially expressed cadherin and axon guidance genes of each PFC neuronal subtype between different ages. The neuronal subtypes of each age are compared with the same neuronal subtypes of the previous age. Orange, up-regulated genes; purple, down-regulated genes. **(B)** IT neuron subtypes-specific cadherin and axon guidance genes during development. Nodes, individual IT neuron subtypes at each age; edges, cell developmental trajectories, colored by IT subtypes. Top 2 cadherin and axon guidance genes specifically expressed in each node are displayed. **(C)** Co-expression network of cadherin and axon guidance genes. Each node represents a single gene, and edges represent co-expression links between genes. Genes are divided into five co-expression modules. The top 5 hub genes per module are labeled. **(D)** The expression distribution of each gene module on Uniform Manifold Approximation Projection (UMAP) (left), the expression change curve with age (middle left), the expression heatmap of top 20 hub genes in each neuronal subtype (middle right), and the gene ontology (GO) terms for each module are shown, respectively. **(E)** Co-expression network diagram for module 1. **(F)** Violin plot shows the expression level of module 1 top 5 hub genes in all IT neurons at different ages. **(G)** Allen mouse brain ISH images of *Cntn2* gene at E18.5, P4, P14, and P56.

These circuit wiring molecules are often co-expressed in neuronal subtypes, achieving co-regulation of neurons in the form of gene co-expression modules [39]. To explore the association of these molecules with neuronal development, we constructed a gene co-expression network of cadherin and axon guidance genes using hdWGCNA [40], and identified five distinct co-expression modules (Figs 4C and S4B). We found that these gene modules exhibit distinct neuronal subtype enrichment and development-specific expression patterns. For example, Module 1 (M1) was mainly expressed in immature L2/3 IT neurons, while Module 2 (M2) was expressed in all immature IT neurons. Both M1 and M2 were highly expressed at P1, gradually reduced by adulthood. 

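The modules were taken from Table S5 and numbered as in the text by their hub genes, since the table numbers them otherwise. M1 holds 26 genes and M2 39. At P1, the median CPM over M1 genes was 82.7 in IT-like, 50.6 in L5 PT-like, 53.3 in L6 CT-like and 76.9 in inhibitory neurons. It was higher in astrocyte-like (116), OPC-like (109) and NPC-like cells (103). IT-like cells were the highest class for 8 of the M1 genes, more than any other class. Astrocyte-like cells were the highest for 5, and OPC-like and NPC-like cells for 4 each. For M2 at P1, the medians were 75.4 in IT-like, 72.5 in L6 CT-like and 76.3 in inhibitory neurons, 76.8 in NPC-like and 95.0 in astrocyte-like cells. IT-like cells were the highest class for 5 M2 genes, against 7 in astrocyte-like and 7 in inhibitory cells. Immature L2/3 IT neurons could not be named at P1, so no layer is given.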

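In IT-like cells, every M1 gene was highest at P1. From its P1 level, the median over M1 genes fell to 29.7 CPM at P4, 20.3 at P10 and 21.3 in adult, and the median log2 ratio of adult over P1 was -2.20. Most of this fell between P1 and P4 (-1.42). Of the M2 genes, 31 were highest at P1 and 8 at P4, with medians of 56.7 CPM at P4, 32.3 at P10 and 15.2 in adult and a median log2 ratio of -2.33, all 39 genes being lower in adult. From P1 to adult, both modules lay at percentile 0 of random lists matched on mean expression but not on gene length. From P4 to adult, within 1 pipeline version, M2 stayed at percentile 0, with a median of -1.88. M1 lay at percentile 2.36 there, with a median of -0.57, 21 genes lower and 5 higher. The study chose the modules on these libraries, so this is not independent evidence. Joint clustering moved M1 most, to -1.34, and median-of-ratios scaling moved M2 most, to -2.01.

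**Figure D4:**
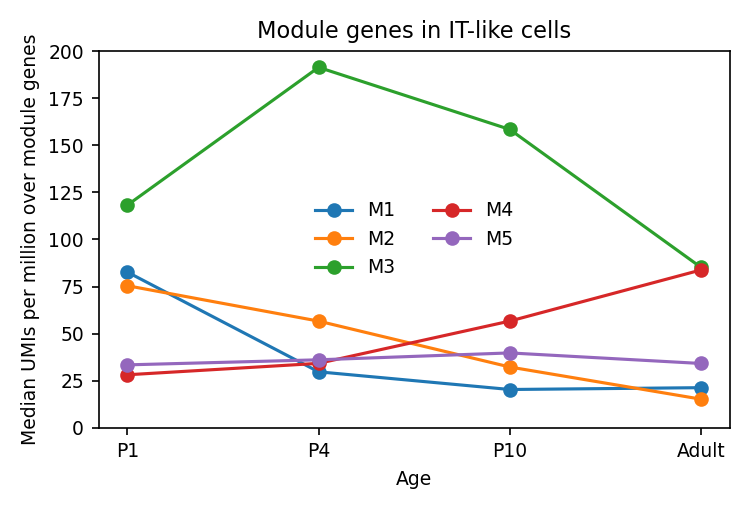
Median CPM in IT-like cells over the genes of each co-expression module, M1 to M5, at each age. M1 and M2 are highest at P1, M3 at P4 and M4 in adult, and M5 stays between 33.4 and 39.8 CPM.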

GO enrichment analysis revealed that these modules were primarily associated with axonogenesis and nervous system development functions (Fig 4D). 

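M3, numbered by its hub gene Efnb3, holds 24 genes. In IT-like cells, 13 of them were highest at P4 and 11 at P10. The median over the genes was 118 CPM at P1, 191 at P4, 158 at P10 and 85.2 in adult. From P1 to P4, 23 genes rose, by a median log2 ratio of 0.67, and from P10 to adult all 24 fell, by a median of -1.03. Adult over P1, the median was -0.27, close to that of all genes, and with median-of-ratios scaling its sign changed, to 0.05. L5 PT-like cells had nearly the same median at P4, 193 CPM.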

Module 3 (M3) was highly expressed in immature IT neurons at P4 and P10 and was associated with synaptic development functions. Module 4 (M4) was mainly expressed in mature IT neurons of adult mice. 

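M4 is the largest module, with 156 genes, of which 116 were highest in adult IT-like cells, 38 at P10 and 2 at P4. The median over its genes rose from 28.2 CPM at P1 to 34.2 at P4, 56.7 at P10 and 83.8 in adult, with a median log2 ratio of adult over P1 of 1.73 and 153 genes higher. In adult, the median was slightly higher in L5 PT-like cells, at 85.2 CPM, and in OPC-like cells, at 87.9 CPM, and IT-like cells were the highest class for 27 genes.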

Module 5 (M5) was primarily highly expressed in L6 CT neurons and remained relatively stable during postnatal development (Fig 4D).

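Of the 26 genes of M5, L6 CT-like cells were the highest class for 19 at P1, 15 at P4, 6 at P10 and 5 in adult. The median over the genes in L6 CT-like cells was 131 CPM at P1, 111 at P4, 118 at P10 and 88.8 in adult, above that of every other class at each age. The median of the log2 ratios of adult over P1 in these cells was -1.30, with 21 genes lower in adult. From P4 to adult, within 1 pipeline version, it was -0.50, with 19 genes lower and 7 higher. In IT-like cells the median log2 ratio of adult over P1 was -0.29, with 9 genes higher and 17 lower. It changed sign with median-of-ratios scaling, to 0.03, and with joint clustering, to 0.37.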

We subsequently conducted further analysis of the hub genes in each gene module. M1 highly expressed genes including *Cntn2*, *Clstn2*, *Robo2*, *Plxna4*, and *Unc5d* (Fig 4E and 4F). 

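Of these M1 hub genes, Cntn2 (chromosome 1, 132509427 to 132543256) was at 287 CPM (284 to 289.8) at P1, 99.1 (97.3 to 101) at P4, 33.7 (32.7 to 34.8) at P10 and 39.3 (37.9 to 40.6) in adult in IT-like cells, a log2 ratio of adult over P1 of -2.87 (-2.92 to -2.82). Plxna4 (chromosome 6, 32144268 to 32588192) fell from 582 CPM at P1 to 137 in adult, and Unc5d (chromosome 8, 28646717 to 29219636) from 168 to 48.0 CPM, log2 ratios of -2.09 and -1.81. Robo2 (chromosome 16, 73891839 to 74411825) changed least of the hub genes, by a log2 ratio of -1.45 (-1.47 to -1.42). Clstn2, Robo2, Plxna4 and Unc5d are longer than 200 kb, with the limit given for Clstn2 on the step from P1 to P4, and Cntn2 is not.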

The cell adhesion molecule *Cntn2* played a crucial role in axonal connectivity and nervous system development [41]. Allen ISH results confirmed its expression in immature L2/3 IT neurons during early postnatal stages (Fig 4G). 

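In IT-like cells, Ncam1 (chromosome 9, 49502136 to 49798925) had a higher level at each age than Lrp8, Igsf3, Cdh2 or Sema4g, other genes of M2, with 1438 CPM at P1, 1494 at P4, 1145 at P10 and 371 in adult, a log2 ratio of adult over P1 of -1.95 (-1.97 to -1.94). Lrp8 (chromosome 4, 107802261 to 107876840) went from 291 CPM at P1 to 80.6 in adult, Igsf3 (chromosome 3, 101377083 to 101463059) from 201 to 27.9 and Cdh2 (chromosome 18, 16588877 to 16809246) from 499 to 154. These are log2 ratios of -1.85, -2.85 and -1.70. Ncam1 and Cdh2 are longer than 200 kb, with the limit given for Clstn2.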

*Lrp8*, *Igsf3*, *Sema4g*, *Ncam1*, and *Cdh2* were highly expressed in M2 (S4C and S4D Fig). The axon guidance molecule *Sema4g*, preferentially expressed in all immature IT neurons during early postnatal development (S4E Fig), was associated with early neuronal axon formation [42]. 

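Sema4g (chromosome 19, 44989101 to 45003397) was at 123 CPM (121 to 125) at P1, 107 (105 to 109) at P4, 37.9 (36.8 to 39.1) at P10 and 4.89 (4.42 to 5.39) in adult in IT-like cells, a log2 ratio of adult over P1 of -4.65 (-4.80 to -4.51), a larger fall than that of Ncam1, Lrp8, Igsf3 or Cdh2. At P1, it was at 107 CPM in L5 PT-like and 147 CPM in L6 CT-like cells of the same library.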

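In IT-like cells, L1cam (chromosome X, 73853778 to 73896105) was at 413 CPM (409 to 416) at P1, 790.1 (785 to 795) at P4, 852 (847 to 858) at P10 and 305 (301 to 309) in adult and Cd200 (chromosome 16, 45382135 to 45409053) at 387 CPM at P1, 726 at P4, 718 at P10 and 344 in adult. Sdc3 (chromosome 4, 130792537 to 130826319) was at 259.8 CPM at P1, 527 at P4, 509 at P10 and 182 in adult, Efnb3 (chromosome 11, 69554092 to 69560205) at 205 CPM at P1, 318 at P4, 258 at P10 and 70.7 in adult and Cdh13 (chromosome 8, 118283733 to 119324921) at 219.7 CPM at P1, 275 at P4, 461 at P10 and 173 in adult. Each of these genes of M3 was thus higher at P4 and P10 than at P1 and in adult, with its highest value at P4 for Cd200, Sdc3 and Efnb3 and at P10 for L1cam and Cdh13. Cdh13 is longer than 200 kb and rose from P1 to P4, against the fall of long genes as a group.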

M3 expresses high-level of *Efnb3*, *Cdh13*, *Sdc3*, *Cd200*, and *L1cam* (S4C and S4D Fig). Allen ISH results demonstrated that *Cdh13* showed low expression during early postnatal and adult stages, but high expression at P4 and P14 (S4F Fig). M4 highly expressed *Camk2a*, *Clstn3*, *Clstn1*, *Nptn*, and *App* (S4C and S4D Fig). 

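In IT-like cells, App (chromosome 16, 84949685 to 85173766) had the highest level of these M4 genes, with 542 CPM at P1, 1070.4 at P4, 2497 at P10 and 3941 in adult, a log2 ratio of adult over P1 of 2.86 (2.85 to 2.87). Clstn1 (chromosome 4, 149586468 to 149648899) rose from 223 CPM at P1 to 1308 in adult (2.55 on the log2 scale), Clstn3 (chromosome 6, 124430759 to 124464794) from 74.6 to 508 (2.77) and Nptn (chromosome 9, 58582240 to 58657955) from 240.5 to 1109 (2.21). Each of the 5, Camk2a included, rose at every step from P1 to adult.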

Allen ISH results validated that *Camk2a* exhibited low expression at birth but high expression in adulthood (S4G Fig). M5 specifically expressed *Lrrtm2*, *Cdh11*, *Rgma*, *Ephb1*, and *Islr2* (S4C and S4D Fig). These results suggested that different cadherins and axon guidance molecules may contribute to the construction of neural circuits at different postnatal developmental stages with specific spatial patterns.

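In L6 CT-like cells, Lrrtm2 (chromosome 18, 35209003 to 35215024) was at 369.6 CPM at P1, 353 at P4, 352 at P10 and 512 in adult and Cdh11 (chromosome 8, 102632095 to 102785642) at 782 CPM at P1, 407 at P4, 300.3 at P10 and 266 in adult. Rgma (chromosome 7, 73375509 to 73419899) was at 162 CPM at P1, 146 at P4, 119 at P10 and 12.6 in adult, Ephb1 (chromosome 9, 101922128 to 102354693) at 421 CPM at P1, 253 at P4, 125 at P10 and 64.5 in adult and Islr2 (chromosome 9, 58196297 to 58204319) at 689 CPM at P1, 861 at P4, 455 at P10 and 151 in adult. In IT-like cells the levels were 131 CPM (Lrrtm2), 132 CPM (Cdh11), 7.26 CPM (Rgma), 29.9 CPM (Ephb1) and 102 CPM (Islr2) at P1. The log2 ratio of adult over P1 in L6 CT-like cells was 0.47 for Lrrtm2, -1.55 for Cdh11, -3.69 for Rgma, -2.71 for Ephb1 and -2.19 for Islr2. Ephb1 is longer than 200 kb, with the limit given for Clstn2.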

### Interactions between glial cells and IT neurons during postnatal development

Glial cells play active roles in neuronal development, such as synapse formation and myelination [43,44]. To investigate the potential influences of glial cells on PFC neuron development during postnatal development, we firstly reconstructed gliogenesis trajectories using Monocle2 (Fig 5A and 5B). Pseudotime analysis further revealed distinct developmental trajectories among different glial subtypes (Fig 5C). 

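NPC-like cells made up 3.49% (3.24 to 3.76%) of cells at P4 and 2.37% (2.13 to 2.62%) at P10, and no adult cluster carried the name. OPC-like cells made up 4.37% (4.08 to 4.67%) at P4. In numbers, 664 NPC-like and 830 OPC-like cells stood beside 1250 astrocyte-like and 87 microglia-like cells at P4, whereas 601 OPC-like cells stood beside 1715 astrocyte-like and 991 oligodendrocyte-like cells in adult.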

The early postnatal stages (P1 and P4) contained abundant NPCs and oligodendrocyte precursor cells (OPCs), located at the beginning of the pseudotime trajectory. These cells subsequently differentiate into astrocytes and oligodendrocytes [45]. Some NPCs positioned later in the pseudotime axis is because NPCs still exist in the P10 age, reflecting the plasticity of neurons in the first two weeks after birth [7,8]. Mature astrocytes and oligodendrocytes were located at the end of the trajectory and exhibited different developmental trajectories. Glial cells from different ages showed orderly distribution along the pseudotime axis, indicating that gliogenesis is tightly synchronized with temporal progression (S5A–S5D Fig).

**Fig 5:**
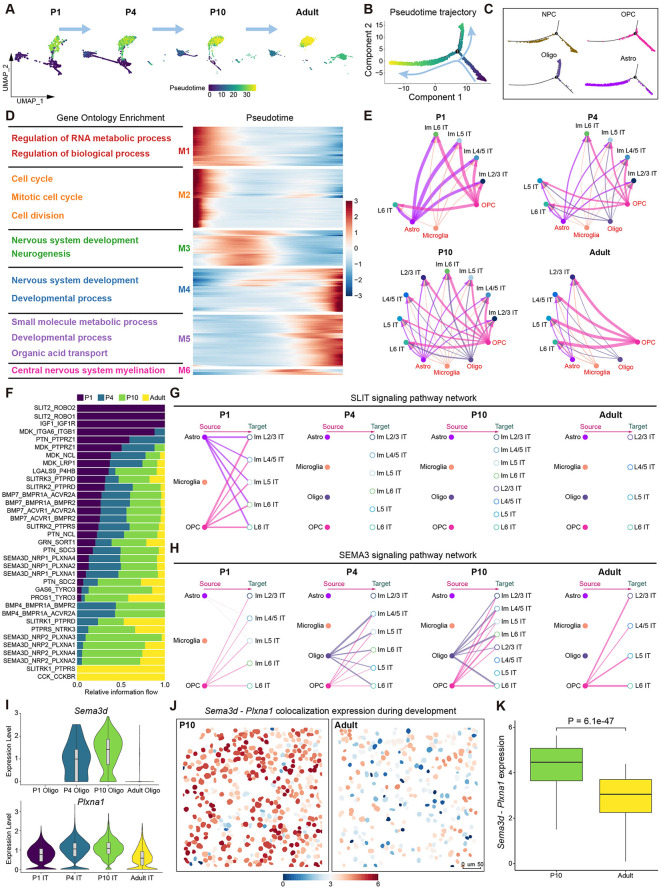
Gliogenesis dynamics and their communications with IT neurons in mouse PFC during postnatal development. **(A)** Uniform Manifold Approximation Projection (UMAP) of glial subtypes at different ages during postnatal development, which is colored by pseudotime value. Microglia are excluded due to different developmental origins. **(B)** Pseudotime trajectory of glial cells, which is colored by pseudotime value. **(C)** Pseudotime trajectory of each glial subtype, which is colored by glial subtypes. **(D)** Heatmap shows gene modules associated with pseudotime and gene ontology terms for each gene modules. **(E)** Cell–cell communication network among glial subtypes and IT neuron subtypes at different postnatal stages. **(F)** Signaling pathways are ranked based on differences in overall information flow across ages in the inferred networks. **(G)** The inferred SLIT signaling pathway network among glial subtypes and IT neuron subtypes at different ages. **(H)** The inferred SEMA3 signaling pathway network among glial subtypes and IT subtypes at different postnatal ages. **(I)** Violin plots show the expression levels of the ligand gene *Sema3d* in oligodendrocytes (top) and the receptor gene *Plxna1* in IT neurons (bottom) at different postnatal stages. **(J)** Visualization of co-localization expression of *Sema3d* and *Plxna1* in P10 (left) and Adult (right) mice PFC after cell segmentation. Color indicates the intensity of co-localization expression. **(K)** Quantitative comparison of *Sema3d* and *Plxna1* co-localization expression in P10 and Adult mice PFC. The data underlying this Figure can be found in S1 Data.

Through differential gene expression analysis, we identified 2,441 genes that exhibited significant changes along pseudotime (S6 Table). These genes were clustered into six distinct modules. GO enrichment analysis revealed the function of each gene module (Fig 5D). Genes highly expressed at the beginning of the trajectory were associated with metabolic process and nervous system development, whereas those enriched at the end of the trajectory were associated with cell transport and myelination. These findings suggest that the development of glial cells might be tightly synchronized with the maturation of neurons.

To further investigate the cell–cell interactions among glial subtypes and IT subtypes, we employed CellChat [46] to infer intercellular communication networks at four postnatal developmental stages (Fig 5E). The analysis revealed strong communication of astrocytes with IT neurons at P1, which gradually reduced by adulthood. Oligodendrocytes showed higher communication with IT neurons at P4 and P10, but much weaker in adulthood. OPCs maintained consistently strong communication with IT neurons across all developmental stages, while microglia demonstrated relatively weak communication at every stage. Subsequently, we explored the ligand-receptor pairs that showed significant age-dependent variations (Figs 5F and S5E–S5H). At P1, astrocytes expressed the ligand gene *Slit2*, which may interact with receptor genes *Robo1* and *Robo2* in IT neurons, activating the SLIT signaling pathway (S5E and S5I Fig). 

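Slit2 (chromosome 5, 47983138 to 48307733) was at 76.8 CPM (68.4 to 85.9) at P1, 19.8 (17 to 23.0) at P4, 9.92 (7.87 to 12.4) at P10 and 10.8 (8.22 to 13.8) in adult in astrocyte-like cells, on 307, 174, 80 and 61 UMIs. The log2 ratio of adult over P1 was -2.84 (-3.26 to -2.44), and that of adult over P4 -0.88 (-1.33 to -0.45). Removing the cells marked by Scrublet moved the first ratio most, to -3.57. OPC-like cells had 62.8 CPM of Slit2 at P1 and 25.6 in adult, and in IT-like cells it rose from 13.3 to 55.2 CPM, a log2 ratio of 2.05 (1.97 to 2.12). Of thinned astrocyte-like cells, a Slit2 UMI was found in 12.4% at P1, 3.72% at P4, 1.51% at P10 and 1.66% in adult, and unthinned in 51.8%, 11.0%, 3.66% and 2.92%. In microglia-like cells the thinned shares were 0%, 2.33%, 1.44% and 1.15%, so the astrocyte-like shares at P10 and in adult are read as background, and those at P1 and P4 overlap it within counting error. Unthinned at P1, 5.88% of microglia-like cells had a Slit2 UMI, below the astrocyte-like share beyond counting error. Median UMIs per astrocyte-like cell were 20976, 5447, 4244 and 3199. The receptors Robo1 (chromosome 16, 72308306 to 73046095) and Robo2 were at 452 CPM at P1, 206 at P4, 96.1 at P10 and 43.8 in adult and 483 CPM at P1, 236 at P4, 287 at P10 and 177 in adult in IT-like cells. Both, like Slit2, are longer than 200 kb, with the limit given for Clstn2.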

*Slit*-*Robo* signaling is well known for axon repulsion during nervous system development [47]. At P4 and P10, oligodendrocytes expressed the ligand gene *Sema3d*, which may engage with receptor genes including *Nrp1* and *Plxna1* in IT neurons, activating the SEMA3 signaling pathway (Figs 5H, 5I, and S5G). 

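Sema3d (chromosome 5, 12383385 to 12588948) was at 304 (281 to 329) CPM in 231 oligodendrocyte-like cells at P10, on 648 UMIs, and at 56.5 (50.3 to 63.3) CPM in 991 such cells in adult. The log2 ratio of adult over P10 was -2.43 (-2.63 to -2.23), and the mean of single-cell CPM moved it most, to -3.16. No oligodendrocyte-like cluster was found at P4 in the reported setting, so that age has no value for this class, while clusters at resolution 1.0 named 32 such cells and joint clustering 25. OPC-like cells were at 77.1 CPM at P1, 114 at P4, 280.2 at P10 and 349 in adult. After thinning, 48.3% of oligodendrocyte-like cells had a Sema3d UMI at P10 and 6.46% in adult (78.8% and 15.6% unthinned), against 1.01% and 0.288% of microglia-like cells. Their median depths were 8404 and 4743 UMIs. In IT-like cells, Nrp1 (chromosome 8, 128358604 to 128503363) was at 102 CPM at P1, 34.1 at P4, 15.5 at P10 and 16.2 in adult and Plxna1 (chromosome 6, 89316314 to 89362620) at 139.9 CPM at P1, 210.1 at P4, 214 at P10 and 92.8 in adult. From P10 to adult, Plxna1 changed by a log2 ratio of -1.21 (-1.24 to -1.17).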

Ligand-receptor spatial colocalization analysis further validated that *Sema3d*-*Plxna1* genes exhibited strong interactions at P10, but significantly reduced at Adult (Figs 5J, 5K, and S5J).

Collectively, these findings demonstrated that glial cells may play crucial regulatory roles during the development of IT neurons. The temporally specific communication patterns and distinct signaling pathways employed by different glial subtypes suggest their possible specialized functions in guiding neuronal maturation and circuit formation during postnatal development.

### Enrichment of neurological developmental disease risk genes in mouse PFC during postnatal development

PFC is known to be associated with numerous neurological diseases [48]. Deciphering the cell subtype-specific and developmental stage-dependent expression patterns of neuropsychiatric risk genes is fundamental to elucidating disease pathogenesis. To this end, we investigated the enrichment of risk genes for eight neurological disorders in diverse PFC cell subtypes during postnatal development using scDRS [49] and GWAS summary statistics from previous studies (S7 Table) [50–58]. These diseases include attention deficit hyperactivity disorder (ADHD), anorexia nervosa (ANO), autism spectrum disorder (ASD), bipolar disorder (BP), major depressive disorder (MDD), obsessive-compulsive disorder (OCD), schizophrenia (SCZ), and tourette syndrome (TS). Overall, risk genes associated with different diseases tend to be enriched in specific cell subtypes of mouse PFC (Fig 6A). For example, risk genes linked to ADHD, ASD, BP, SCZ, and TS are primarily enriched in excitatory neuronal subtypes, while risk genes associated with OCD are mainly enriched in inhibitory neuronal subtypes. And risk genes associated with MDD are enriched in both excitatory and inhibitory neuronal subtypes. ANO-related risk genes are mainly enriched in microglia subtype (Figs 6A, 6C, and S6H). These findings emphasize the cell type specificity of neurological disease risk, suggesting that genetic susceptibility may converge on certain cell subtypes during postnatal stages.

**Fig 6:**
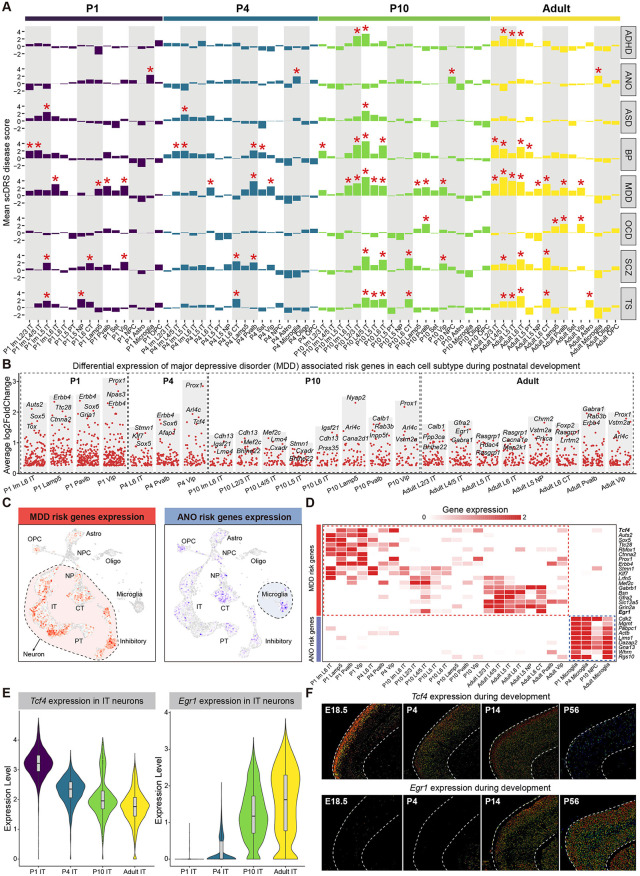
Enrichment analysis of neurological developmental disease risk genes in diverse cell subtype of mouse PFC during postnatal development. **(A)** Barplot shows the enrichment levels of GWAS candidate genes from 8 PFC-related disease in different cell subtypes. The bar heights represent mean disease score calculated by scDRS, annotated with time stages and cell subtypes. Asterisks denote the cell subtypes with *P*-value <0.05. ADHD, attention deficit hyperactivity disorder; ANO, anorexia nervosa; ASD, autism spectrum disorder; BP, bipolar disorder; MDD, major depressive disorder; OCD, obsessive-compulsive disorder; SCZ, schizophrenia; TS, tourette syndrome. **(B)** Volcano plot shows the differential expression of MDD risk genes across different postnatal stages in subtypes marked with asterisks in **(A)**. The top 3 risk genes are displayed in each subtype. **(C)** Uniform Manifold Approximation Projection (UMAP) visualization of the MDD (left) and ANO (right) scDRS disease score. **(D)** Heatmap shows the expression of MDD and ANO risk genes in their enriched subtypes. **(E)** Violin plot shows the expression level of *Tcf4* (left) and *Egr1* (right) genes in MDD-enriched IT neurons at different ages. **(F)** Allen mouse brain ISH images of *Tcf4* (up) and *Egr1* (bottom) genes at E18.5, P4, P14, and P56.

We further analyzed the temporal expression patterns of disease-associated risk genes in each cell subtype enriched for different neurological diseases. The top 1,000 GWAS disease risk genes by weight score were used for analysis (S8 Table). Differential gene expression analysis suggested that these disease risk genes may function at different developmental ages and specific cell subtypes (Figs 6B and S6A–S6G). For example, MDD risk genes were primarily enriched in neuronal subtypes, which agreed with previous study indicating that alterations in gene expression of glutamatergic and GABAergic neurons may lead to MDD symptoms [59]. ANO risk genes were enriched in microglia subtype, showing distinct enrichment patterns (Fig 6C and 6D). Previous studies have reported a reduction in the number of microglia in ANO mice [60]. *Tcf4* and *Egr1* are two risk genes for MDD, and their expression is reduced in MDD patients according to previous studies [61,62]. They show different temporal expression patterns. Our data indicated that *Tcf4* in IT neurons was mainly expressed at P1, while *Egr1* was predominantly expressed at adult (Fig 6D and 6E). 

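Tcf4 (chromosome 18, 69343356 to 69689079) was at 2024 CPM (2017 to 2031) at P1, 1156 (1149.7 to 1162) at P4, 719 (714 to 723) at P10 and 583 (578 to 588) in adult in IT-like cells, a log2 ratio of adult over P1 of -1.80 (-1.81 to -1.78). It was lower at each later age. Tcf4 is longer than 200 kb, with the limit given for Clstn2. Egr1 (chromosome 18, 34859823 to 34864984) was at 2.13 CPM (1.90 to 2.37) at P1, 21.6 (20.7 to 22.5) at P4, 296 (293 to 299) at P10 and 628 (622 to 633) in adult, a log2 ratio of 8.21 (8.05 to 8.37). Egr1 is an immediate early gene, and 13 other such genes rose in IT-like cells as well, by a median of 3.74 from P1 to adult. In astrocyte-like cells of the same libraries their median rise was 1.8, in microglia-like cells at least 1.10 and in endothelial-like cells at least 2.83, as 4 and 3 of these genes had no UMI at P1 and were set at the floor of 3 UMIs. Among the alternatives, joint clustering gave the largest moves, to -1.16 for Tcf4 and 6.58 for Egr1.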

Allen ISH results further validated the expression patterns of these genes across different postnatal ages (Fig 6F). Together, these results depict how risk genes for various neurological diseases are enriched in specific cell subtypes at different postnatal time points, helping to understand the causes of diseases and discover therapeutic targets.

## Discussion

In this study, we systematically dissected the dynamic changes in cell types and transcriptional profile during postnatal development of the mouse PFC by integrating scRNA-seq data and spatial transcriptomic data from different developmental time points. Our data demonstrated that while IT neurons in early postnatal mice (P1 and P4) have already migrated to specific cortical layers, they are not fully mature. Through spatiotemporal expression analysis of marker genes and spatial mapping of cell subtypes, we found that immature IT neurons already exhibit layer-specific distribution at P1, but their transcriptomic profiles were significantly different from those of mature IT neurons in adulthood. This result supported the view that “neurons require additional transcriptomic and functional maturation after completing migration” [15]. Notably, other neuronal subtypes (e.g., L5 PT, L6 CT, and inhibitory neurons) show relatively consistent transcriptomic profiles during postnatal development, consistent with the view that deep-layer neurons mature first and superficial-layer neurons mature later during cortical development [12].

Our data also provided an in-depth investigation of dynamic expression patterns of TFs and circuit wiring molecules in PFC IT neurons during postnatal development. We found that these TFs have spatiotemporal expression patterns, which bind to target genes through specific binding motifs to form complex regulatory networks. By constructing gene co-expression networks, we discovered that axon guidance molecules and cell adhesion molecules exhibit modular expression patterns across different developmental stages. These TFs regulate molecules such as axon guidance cues and play crucial role in neuronal development and circuit formation [3,4]. These precise temporally regulated expression patterns reflect dynamic molecular requirements during neural circuit assembly and refinement [41,42], while also providing important clues for understanding the pathogenesis of neurodevelopmental disorders [38,63].

Glial cells (e.g., astrocytes, microglia, and oligodendrocytes) play crucial roles in the development of neurons through dynamic cell–cell communications during postnatal PFC development. These spatiotemporal interactions are mediated by specific signaling molecules secreted by specific glial cells at different stages, which elegantly regulate the developmental processes of neurons such as synapse formation and myelination [43,44,64]. Our intercellular communication analysis revealed several important signaling pathways (such as SLIT and SEMA3) may mediate glia-IT neurons interaction, which would play important roles in axon guidance and fasciculation of PFC IT neurons [47,65]. These findings revealed the active and dynamic regulatory roles of glial cells during IT neuron maturation. The precise spatiotemporal interactions between glial cells and neurons likely serve as critical safeguards for proper neural network assembly.

The postnatal PFC is vulnerable to neurodevelopmental and neurological diseases, many of which are associated with specific cell subtypes and developmental stages [48]. For example, IT/PT imbalance is a cause of many neurological diseases such as autism, schizophrenia, and depression [66]. Abnormalities in CT neural circuits may lead to diseases such as schizophrenia and bipolar disorder [67]. Disruption of the development or function of GABAergic interneurons may lead to epilepsy and other neuropsychiatric disorders associated with cognitive impairment [68]. In this study, we systematically analyzed the enrichment patterns of GWAS risk genes for 8 PFC-associated neurological diseases across different cell subtypes during postnatal development [50–58]. Our data revealed that disease risk genes exhibit distinct cell-type-specific and developmental-stage-specific expression profiles. For example, MDD risk genes tend to be enriched in neuronal subtypes, while ANO risk genes tend to be enriched in Microglia subtype, which is consistent with previous study [59,60]. And MDD risk genes show different temporal expression patterns. This discovery provided critical insights for understanding the pathogenesis of neurological diseases, suggesting that genetic susceptibility may contribute to disease onset by affecting specific cell subtypes during distinct developmental stages. Future research could further investigate the functional mechanisms of these risk genes within identified cellular subtypes and elucidate how they collectively lead to neural circuit dysfunction, thereby advancing the translation from genetic associations to mechanistic understanding.

In conclusion, our data revealed the spatiotemporal molecular and cellular dynamics of the mouse PFC during postnatal development. However, further research with more age stages single-cell and spatial transcriptome data is needed for a more comprehensive understanding of PFC maturation. And the functions of some key TFs, circuitry molecules, and signaling pathways also require further experimental investigation. Additionally, all analyses in this study were performed on mice. Although some studies have reported certain conservation of neocortical cell types across mammalian species [29,69,70], considering the timing differences in PFC development among different species, especially between mice and human, it remains unclear whether the cell types and gene expression dynamics during PFC development in mice are also applicable to other species.

## Methods

### Ethical statement

All animal procedures in this study were strictly conducted in accordance with the Guideline for Ethical Review of Animal Welfare (GB/T 35892-2018) of the People’s Republic of China. All animal experiments (HZAUMO-2025-0270) were conducted according to protocols approved by the Scientific Ethics Committee of Huazhong Agricultural University, Hubei, China. The brain tissue for single-cell RNAseq was obtained from mice at different postnatal ages: P1, P4, P10, P84. Animals were housed in standardized cages with a 12 h:12 h light:dark cycle with unrestricted access to food and water.

### Single-cell dissociation

All mice used for scRNA-seq were female. Two mice at each time point were used for single-cell sequencing. Mice were anesthetized on ice then its brain tissue was immediately sectioned into 250 µm slices in ice-cold ACSF (124 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 24 mM NaHCO_3_, 5 mM HEPES, 13 mM glucose, 2 mM MgSO_4_, and 2 mM CaCl_2_, pH: 7.3–7.4) on vibratome (Leica VT1200). Slices containing PFC region were transferred into Petri dish containing ice-cold ACSF with 45 µM Actinomycin D (Sigma-Aldrich, Cat# A1410). PFC tissue was isolated under a microscope then quickly cut into small pieces less than 1 mm and transferred to digestion buffer containing 3 mg protease XXIII (Sigma-Aldrich, P5380) and 30 U/ml papain (Sigma-Aldrich, P3125). The digestion was performed at 34 ℃ for 20 min and bubbled with a mixture gas of 95% O_2_ and 5% CO_2_ continuously. After the digestion, the tissue was transferred to stop buffer (ACSF contain 1 mg/ml Trypsin Inhibitor (Sigma-Aldrich, T6522), 2 mg/ml BSA (Sigma-Aldrich, A2153), and 1 mg/ml Ovomucoid Protease Inhibitor (Worthington, LK003153). The digested tissue was titrated with 4 polished Pasteur pipets, of which the bore diameter of the pipets is successively decreasing from 600 to 150 µm. Following trituration, suspension was filtered through a 30 mm filter, then centrifuged at 300*g* for 5 min. The pellet was then resuspended in ice-cold, carbogen-bubbled ACSF with 0.01% BSA to reach a final concentration of 40–50 cells per microliter and then subject to scRNA-seq library preparation using BD Rhapsody single-cell Analysis System (BD Biosciences, 633702) according to the manufacturer’s manual.

### Single-cell RNA sequencing library preparation

Single-cell capture and library preparation were performed by the BD Rhapsody Single-Cell Analysis System (BD Biosciences, USA). Briefly, single-cell suspension was loaded into a BD Rhapsody cartridge (BD Biosciences, 633733), and single-cell mRNA capture was achieved by the cartridge with >200,000 microwells and magnetic beads (BD Biosciences, 664887) with barcoded capture oligos. Then, beads were collected for subsequent cDNA synthesis and library construction following the BD Rhapsody single cell 3′ whole transcriptome amplification (WTA) workflow. Finally, the libraries were quantified using the Agilent 2100 Bioanalyzer (Agilent, USA) and the Qubit 4.0 (Thermo Fisher Scientific, USA) and were sequenced on Illumina NovaSeq 6000 (Illumina, USA) with 300-bp reads (150-bp paired-end reads).

### RNA FISH tissue section preparation

Mice were perfused transcardially with 4% paraformaldehyde (PFA). The harvested brains were post-fixed in 4% PFA for 24 h at 4 ℃ and then cryoprotected by immersion in 30% sucrose until they sank. Subsequently, the brains were embedded in OCT compound and sectioned into 15-µm-thick coronal sections using a Leica cryostat (CM3050 S). Sections containing the PFC were mounted onto poly-L-lysine-coated glass slides and stored at −80 ℃ until further use. For the hybridization procedure, the sections were fixed in 4% PFA for 10 min, permeabilized with pre-cooled methanol at −80 ℃ for 15 min, and digested with pepsin (2 mg/mL; Sigma-Aldrich, P0525000) at 37 ℃ for 90 s.

### RNA FISH in situ hybridization

The probe design and hybridization procedures were performed according to the Mip-seq protocol [71]. The detailed steps are as follows: Probe Design and Preparation: Briefly, 22 pairs of padlock probes were designed for each target gene based on its mRNA length (all probe sequences are listed in S9 Table). Each padlock probe contains 13-nucleotide (nt) sequences at both ends that are complementary to the target mRNA. The middle region of the padlock probe comprises two repeats of the sequence complementary to the fluorescent detection probe. An initiator primer was designed with its 5′ end complementary to the 3′ end of the target sequence and its 3′ end complementary to the padlock probe. Padlock probes were phosphorylated using T4 Polynucleotide Kinase (200 µM; Vazyme, N102-01) and subsequently annealed with initiator primer.

Hybridization Procedure: (I) Pretreatment: brain sections were fixed (4% PFA, 10 min), permeabilized (pre-cooled methanol, −80 ℃, 15 min), and digested with pepsin (2 mg/mL, 37 ℃, 90 s). (II) Hybridization: after washing with PBSTR and 4× SSC, sections were hybridized with the probe mixture overnight at 37 ℃. (III) Ligation: sections were incubated with a ligation mixture containing SplintR ligase (1 U/µL) at 25 ℃ for 2 h. (IV) RCA: following a wash, sections were incubated with an RCA mixture containing Phi29 polymerase (1 U/µL) at 30 ℃ for 6 h. (V) Detection and Imaging: RCA products were detected with fluorescent probes (37 ℃, 30 min), counterstained with DAPI, and imaged on a Leica THUNDER Imager (20× objective).

### scRNA-seq data pre-processing

Raw reads were pre-processed using the BD Rhapsody Whole Transcriptome Amplification (WTA) analysis pipeline (v1.11) (https://bd-rhapsody-bioinfo-docs.genomics.bd.com). The R1 reads were analyzed to identify the cell label sequences (CLS), common linker sequences (L), and Unique Molecular Identifier (UMI) sequence. The R2 reads were used for aligning to the reference genome and annotating genes. For WTA reference genome, we selected GRCm38-PhiX-gencodevM19-20181206.tar file. For transcriptome annotation, we selected gencodevM19-20181206.gtf file. After setting up, we ran pipeline using the default parameters. The expression matrix file generated by pipeline was used for downstream transcriptome analysis.

### scRNA-seq quality control

Single-cell RNA-seq transcriptome analysis is mainly performed by R package Seurat (v4.4.0) [24]. Briefly, Seurat object was created using the “CreateSeuratObject” function, and the gene expression profile of each cell was then normalized using the “NormalizeData” function with scale.factor = 10000. We filtered the following cells: nCount_RNA < 1000, nFeature_RNA < 1000, and mitochondrial contents > 15%. The following genes were filtered: min.cells < 3, mitochondrial genes, and ribosomal genes. Then, the R package DoubletFinder (v2.0.3) [72] was used to remove potential doublets.

### Clustering of scRNA-seq transcriptome

Firstly, Harmony (v1.2.0) [25] was used to remove batch effects between four samples. The “RunHarmony” function was applied to integrate the four datasets. After integration, we performed the standard Seurat clustering analysis workflow. We used the “ScaleData” function to scale the integrated data, and performed principal component analysis (PCA) using the “RunPCA” function. Then we computed the nearest neighbors used the “FindNeighbors” function with top 30 PCs. The “FindClusters” function was used for clustering analysis with resolution = 0.5. Then, the clusters were annotated based on previously reported markers of PFC cell types [23]. We manually removed some mixed low-quality cell clusters that expressed markers of multiple cell types. Twenty-one cell subtypes were annotated. Then, we ran the UMAP dimensional reduction using the “RunUMAP” functions, and visualized data using functions provided by Seurat. In total, our data contains a transcriptome expression matrix of 54,763 cells and 31,158 genes.

### Stereo-seq spatial spot annotation

We collected previously published stereo-seq data from sagittal sections of mice at P1 and P77 [29], and extracted the PFC region for spatial transcriptomic analysis. To annotate spots in stereo-seq data, we used Cell2location (v0.1.4) [30] to map the annotated information of our scRNAseq subtypes onto the bin50 spots in stereo-seq data. Briefly, we first used “filter_genes” function to filter low-quality genes with parameters: cell_count_cutoff = 15, cell_percentage_cutoff2 = 0.05, nonz_mean_cutoff = 1.12. The signatures were estimated from scRNAseq data to account for potential batch effect using “setup_anndata” function with default parameters. Then we used Cell2location function to create and train a cell2location spatial mapping model with parameters: N_cells_per_location = 1, detection_alpha = 200. Finally, we exported the estimated cell subtypes abundance, and take a cell subtype with the highest abundance score as the identity for each spot in the stereo-seq data. The Endo subtype was excluded from subsequent analyses, due to its abnormal score and was not the focus of this study.

### Supervised classification framework

To identify the associations among neuronal subtypes at different ages, we used XGBoost [73], a gradient boosted decision tree-based supervised classification framework. Three time periods, P1–P4, P4–P10, and P10–Adult were compared. Two thousand highly variable genes were used as input features for XGBoost, and neuronal subtype labels were used as output. We trained XGBoost classifier to learn neuronal subtype labels from the previous age dataset, and used it to classify cells in the next age dataset. The correspondences between the true label of the next age dataset and the label assigned by the XGBoost classifier was used to map neuronal subtypes between different ages. The main steps are as follows: We use the R package xgboost (v1.7.5.1) to implement XGBoost supervised classification. The “xgb.DMatrix” function was used to construct the xgb.DMatrix object using 2,000 highly variable genes and neuron subtype labels. We used the “xgb.cv” function to perform cross-validation to determine the optimal number of iterations. Then, the XGBoost model was trained using the “xgboost” function. Finally, the “predict” function was used to perform prediction.

### Differential gene expression analysis

To perform differential gene expression analysis, we used the Wilcoxon rank-sum test, a nonparametric test, to compare whether there is a significant difference in the medians of two independent samples. Log2 fold change >0.25 was used as the threshold to determine significant genes. Specifically, we used the “FindAllMarkers” function from the R package Seurat (v4.4.0) to perform differential gene expression analysis with parameters: logfc.threshold = 0.25, test.use = “wilcox”.

### Gene ontology enrichment analysis

GO terms enrichment analysis was performed using gProfiler [74] with default parameters. The adjusted *p*-values <0.05 was used as the significance threshold. And the results of GO terms were limited to enrichment in GO biological processes.

### Constructing single cell trajectories

To investigate the development of IT neurons and glia cells, we reconstructed the developmental trajectories using Monocle2 (v2.24.0) [34]. Briefly, CellDateSet object was created using the “newCellDataSet” function, and 2,000 high variable genes were selected to define cellular processes using the “setOrderingFilter” function. Then, “reduceDimension” function was performed to reduce data dimensionality with parameters: max_components = 2, method = “DDRTree”. Finally, cells were sorted along the pseudotime trajectories using the “orderCells” function. We visualized the analysis results through the visualization function provided by Monocle2.

### Differential gene expression analysis of genes along pseudotime

The differential gene expression analysis of genes along pseudotime was performed using the Generalized Additive Model (GAM) in Monocle2. Monocle2 assigned each cell a “pseudotime” value, which recorded its progress through the process in the experiment. The GAM can model a gene’s expression level as a smooth, nonlinear function of pseudotime. Then, likelihood ratio test was used to identify pseudotime-related genes. The main steps are as follows: We used the “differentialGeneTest” function from the R package Monocle2 (v2.24.0) to find DEGs related to pseudotime with parameter: fullModelFormulaStr = “~sm.ns(Pseudotime)”. The *q*-values <0.01 were used as the significance threshold.

Then, we used “ward.D2”, a hierarchical clustering algorithm, to cluster pseudotime DEGs into modules. Specifically, we used the “plot_pseudotime_heatmap” function from the R package Monocle2 (v2.24.0) to plot a heatmap of DEGs along pseudotime with parameter: hclust_method = “ward.D2”.

### Identifying single-cell transcription factor regulatory network

We used pySCENIC (v0.11.2) [35] package to identify TF regulatory network from scRNAseq data. First, we used the mm_mgi_tfs.txt file to filter out TFs in our data and generated co-expression modules using the GRNBoost2 algorithm. Then, we used “pyscenic ctx” command to prune the initial network based on the relationship between motifs and TFs and the ranking of motifs on gene regulation. Finally, we used “aucell” to identify cells with active gene sets in scRNAseq data.

### Single-cell weighted gene co-expression network analysis

Single-cell weighted gene co-expression network analysis is mainly performed by R package hdWGCNA (v0.3.01) [40]. Briefly, “SetupForWGCNA” function was used to select neural signal molecule or neural circuit wiring molecule genes for analysis. We used “MetacellsByGroups” function to construct metacell expression matrix, and normalized the matrix using “NormalizeMetacells” function. Then, “SetDatExpr” function was used to specify the expression matrix for network analysis, and soft power threshold was selected using “TestSoftPowers” function. We used “ConstructNetwork” function to construct the co-expression network, and visualized the network using functions provided by hdWGCNA.

### Cell–cell communication analysis

To investigate the interactions among glial subtypes and IT neuron subtypes, we employed CellChat (v2.1.2) [46] to infer intercellular communication networks for each time point using snRNA-seq data. Briefly, “createCellChat” function was used to create a CellChat object, and CellChatDB.mouse databse was selected using “subsetDB” function. Then, we used “computeCommunProb” and “filterCommunication” functions to compute and filter the communication probability between each cell subtypes with parameters: type = “triMean”, min.cells = 10. The communication probability of each signaling pathway was computed using “computeCommunProbPathway” function. Finally, “aggregateNet” function was used to calculate the aggregated network.

### Ligand-receptor spatial colocalization analysis

To quantify gene expression, we segmented cells in the DAPI images using cellpose (v3.1.1.1) [75] and then calculated the fluorescence intensity of *Sema3d* and *Plxna1* in each cell as the expression level. Then, we used SpaGene (v0.1.0) [76] to calculate the strongest ligand-receptor interaction between each cell and its five spatial nearest neighbors as the ligand-receptor colocalization expression level. Briefly, “models.Cellpose” function was used to load the cellpose model with parameters: model_type = ‘nuclei’, gpu = True. Then we used the “model.eval” function to perform cell segmentation with parameters: flow_threshold = 0.4, cellprob_threshold = 0, diameter = 30, min_size = 15. Finally, the “plotLR” function in SpaGene was used to calculate the colocalization expression scores of *Sema3d* and *Plxna1* ligand-receptor.

### Disease risk genes enrichment analysis

The neurological diseases GWAS summary statistics were collected from previous studies (S7 Table) [50–58]. First, we used MAGMA (v1.10) [77] to perform SNP annotation and GWAS disease risk gene weighting. The top 1,000 GWAS disease risk genes by weight score were used for further analysis (S8 Table). Then we used scDRS (v1.0.4) [49] to perform disease risk genes enrichment analysis. Briefly, “scdrs compute-score” command was used to evaluate disease enrichment to individual cells. Then, “scdrs perform-downstream” command was used to obtain the group-level statistics for each cell type. All parameters are set to the default values according to scDRS documentation. The *P*-value <0.05 was used as the threshold of significance.

## Supporting information

S1 Fig Cell subtypes and marker genes of mouse PFC during postnatal development. **(A)** Uniform Manifold Approximation Projection (UMAP) visualization of mouse PFC cell subtypes at different postnatal developmental stages. **(B)** Dotplot shows the expression patterns of marker genes in cell subtypes (top). Barplot shows the proportion of different time stages in each cell subtype. **(C)** Violin plot shows the expression patterns of marker genes in IT neuron subtypes. **(D)** Allen mouse brain ISH images of marker genes at E18.5, P4, P14, and P56. **(E)** Bar plot shows the coefficient of variation of the changes in the proportion of different neuronal subtypes during development. **(F)** A full sagittal section of Allen Mouse Brain atlas with the PFC region circled in red color. Allen Mouse Brain Atlas, mouse.brain-map.org and atlas.brain-map.org. **(G)** Spatial distribution of each cell subtype in mouse PFC from P1 stereo-seq data. **(H)** Spatial distribution of each cell subtype in mouse PFC from Adult stereo-seq data.
(TIF)

S2 Fig Neuronal subtypes proportion and differentially expressed genes in mouse PFC during postnatal development. **(A)** Uniform Manifold Approximation Projection (UMAP) of all neurons in mouse PFC from scRNA-seq, which is colored by time stages. **(B)** Line plot shows the proportion of each neuronal subtype during postnatal development. IT neurons are merged into one subtype. The data underlying this Figure can be found in S1 Data. **(C)** Line plot shows the proportion of each IT neuronal subtype during postnatal development. The data underlying this Figure can be found in S1 Data. **(D)** The number of up-regulated and down-regulated DEGs of each neuronal subtype between different postnatal stages. The neuronal subtypes of each stage are compared with the same neuronal subtypes of the previous stage. Orange, up-regulated genes; purple, down-regulated genes. **(E)** Violin plot shows the expression level of *Clstn2* gene in L2/3 IT neurons at different postnatal stages. **(F)** Violin plot shows the expression level of *Kctd12* gene in L6 IT neurons at different postnatal stages. **(G)** Violin plot shows the expression level of *Igfbp4* gene in L2/3 IT neurons at different postnatal stages. **(H)** Violin plot shows the expression level of *Cck* gene in all IT neurons at different postnatal stages.
(TIF)

S3 Fig The pseudotime trajectories and transcription factor relguons of mouse PFC IT neuron. **(A)** Uniform Manifold Approximation Projection (UMAP) of all IT neurons in mouse PFC from scRNA-seq, which is colored by time stages. **(B)** Pseudotime trajectory of IT neurons, which is colored by pseudotime value. **(C)** Pseudotime trajectory of IT neurons, which is colored by pseudotime states. **(D)** Box plot shows the pseudotime distribution in each time stages. The data underlying this Figure can be found in S1 Data. **(E)** Regulon specificity score (RSS) ranking of relguons in each IT neuron subtype.
(TIF)

S4 Fig Cadherin and axon guidance genes co-expression modules. **(A)** Volcano plots show the differentially expressed cadherin and axon guidance genes of each IT neuron subtype at different developmental stages. For each stage, each IT neuron subtype is compared with other IT subtypes. Orange, up-regulated genes; purple, down-regulated genes. **(B)** hdWGCNA dendrogram of the co-expression network of cadherin and axon guidance genes. **(C)** Co-expression network diagram for module 2 to module 5. **(D)** Violin plots show the expression level of top 5 hub genes for module 2 to module 5 at different postnatal stages. **(E–H)** Allen mouse brain ISH images of *Sema4g* (E), *Cdh13* (F), *Camk2a* (G), *Cdh11* (H) gene at E18.5, P4, P14, and P56.
(TIF)

S5 Fig Glia cells pseudotime trajectories and their intercellular communication with IT neurons. **(A)** Uniform Manifold Approximation Projection (UMAP) of all glial cells in mouse PFC from scRNA-seq, which is colored by time stages. Microglia are excluded due to different developmental origins. **(B)** Pseudotime trajectory of glial cells, which is colored by time stages. **(C)** Pseudotime trajectory of glial cells, which is colored by pseudotime states. **(D)** Box plot shows the pseudotime distribution in each time stages. The data underlying this Figure can be found in S1 Data. **(E–H)** Dot plots show significant ligand-receptor interactions among Astrocyte (E), Microglia (F), Oligo (G), OPC (H), and IT subtypes across time points. The dot color indicates the communication probability, and the dot size reflects the *P* value. The square color indicates time points. **(I)** Violin plots show the expression levels of the ligand gene *Slit2* in astrocytes (top) and the receptor gene *Robo1* in IT neurons (bottom) at different postnatal stages. **(J)** RNA FISH of *Sema3d* and *Plxna1* ligand-receptor genes at P10 (left) and Adult (right) in mice PFC. The small boxes indicate the expression of each gene. Blue: DAPI, green: *Sema3d*, red: *Plxna1*.
(TIF)

S6 Fig Expression of neurological disease risk genes in mouse PFC. **(A–G)** Volcano plots show the differential expression of BP (A), ADHD (B), SCZ (C), TS (D), ANO (E), ASD (F), and OCD (G) risk genes across different postnatal stages in subtypes marked with asterisks in Fig 6A. The top 3 risk genes are displayed in each subtype. **(H)** Uniform Manifold Approximation Projection (UMAP) visualization of the ADHD, BP, ASD, OCD, SCZ, and TS scDRS disease score.
(TIF)

S7 Fig Overview of the PFCdev-web. PFCdev-web is a shisny application that allows users to interactively access our data. Home Page provides information about our project and how to use it interactively. Users can access our scRNAseq data through scRNAseq Page, and access processed stereo-seq data through Spatial Page.
(TIF)

S1 Table Differentially expressed genes (DEGs) for each cell subtype.

S2 Table Differentially expressed genes (DEGs) between immature and mature IT neurons.

S3 Table Significant genes associated with pseudotime of IT neurons.

S4 Table Regulon specificity score (RSS) of relguons in each IT subtype.

S5 Table hdWGCNA co-expression modules of cadherin and axon guidance genes.

S6 Table Significant genes associated with pseudotime of glia cells.

S7 Table GWAS summary statistics for 8 PFC-associated neurological diseases.

S8 Table Top 1,000 GWAS disease risk genes by weight score.

S9 Table RNA FISH probe sequence.

S1 Data Additional numerical data for Figs 2C, 5K, S2B, S2C, S3D, and S5D.

## Abbreviations

ADHD: attention deficit hyperactivity disorder
ANO: anorexia nervosa
ASD: autism spectrum disorder
BP: bipolar disorder
CT: corticothalamic
DEGs: differentially expressed genes
GAM: Generalized Additive Model
GO: gene ontology
IT: intratelencephalic
MDD: major depressive disorder
NPCs: neural progenitor cells
OCD: obsessive-compulsive disorder
OPCs: oligodendrocyte precursor cells
PCA: principal component analysis
PFA: paraformaldehyde
PFC: prefrontal cortex
PT: pyramidal tract
scRNA-seq: single-cell RNA sequencing
SCZ: schizophrenia
TFs: transcription factors
TS: tourette syndrome
UMAP: Uniform Manifold Approximation Projection
WTA: Whole Transcriptome Amplification

How the deposited data were processed for this re-analysis (not part of the article)

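Single-cell RNA of the PFC was measured at P1, P4, P10 and in adult (P84), with 1 library per age. The study used 2 mice per age, and no map from cells to mice was used here, so each age is 1 sample. The authors deposited UMI counts per cell and gene, made with the BD Rhapsody analysis pipeline. The methods name 1 version of it for all libraries, while the headers of the files name that version for P1 and version 1.8 for P4, P10 and adult. Every value of the files was checked to be a whole number. The files hold 11673 barcodes and 27916 genes at P1, 19646 and 26221 at P4, 16114 and 26994 at P10 and 15961 and 25910 in adult, with 29281 genes in any file and 23847 in all 4. A gene that a file does not list was taken as 0 in that library, whatever the reason for its absence.

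The filter of the methods (1000 UMIs, 1000 genes, 15% mitochondrial UMIs) was applied to the counts. Barcodes failing the UMI minimum numbered 0 at P1, 100 at P4, 137 at P10 and 348 in adult, those failing the gene minimum 62 at P1, 270 at P4, 463 at P10 and 936 in adult, and those failing the mitochondrial limit 66 at P1, 398 at P4, 452 at P10 and 1063 in adult, and a barcode can fail more than 1. Between the quartiles, cells that passed had 17481 to 37949 UMIs at P1, 7131 to 19338 UMIs at P4, 5718 to 26633 UMIs at P10 and 4416 to 20838 UMIs in adult. Of UMIs, mitochondrial genes took 6.05% at P1, 6.50% at P4, 6.02% at P10 and 6.07% in adult, and ribosomal protein genes 3.02% at P1, 2.81% at P4, 1.84% at P10 and 1.29% in adult. Both groups were left out of clustering and of the denominators of CPM. Doublets were marked by Scrublet, run in scanpy at an expected rate of 0.06, and kept in the reported values.

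Counts of each cell were scaled to their total and log-transformed, 2000 variable genes were chosen by their dispersion within bins of mean expression, and 30 principal components entered a graph of 20 nearest neighbours, divided into clusters by the Leiden algorithm with seed 1. Genes that the paper names, the genes of Table S5 and the gene lists below were kept out of the variable genes, while genes named only by the size of their change were not. The authors' annotation of cells was not used here, and clusters were named from fixed marker lists by the mean log2 fold of a class's markers, on CPM + 10, over the mean of the other clusters. A class other than IT needed a score of at least 1.5, a level at least 0.5 of that of its best cluster and 3 detected markers (log2 fold above 0.3, at least 50 CPM, in at least 20% of cells). Inhibitory classes also needed a score of at least 1 for GABAergic markers. A cluster stayed unnamed when a second class reached 1.4 at a relative level of 0.2 or more, when fewer than 2 of its own markers were among its 10 leading genes, or when another class had more markers there. IT-like clusters needed a positive score, 3 detected markers and no other class at 0.7 or more, since their markers are shared with other glutamatergic neurons. Subclusters of IT-like cells were named by layer from a score of at least 0.5 and 3 detected markers, unless another layer or class had more markers among the leading genes. This last condition was extended from layers to all classes late, after P4 subclusters led by L6 CT markers had been seen under the name of layer 6. All these thresholds were set after the clusters' scores and leading genes had been looked at. A looser rule for IT-like clusters, written after the effect of the alternatives had been seen, was withdrawn and is used for no value.

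Some named clusters are led by genes outside their lists. An adult IT-like cluster of 68 cells is led by hemoglobin genes (Hba-a1 and Hbb-bs), a P1 IT-like cluster of 402 cells by Eomes, and a P10 IT-like cluster of 413 cells has as many L5 PT markers (Nefl and Ldb2) as IT markers among its leading genes. Subclusters of IT-like cells led by genes of other classes stayed without a layer but count as IT-like. They held 395 cells at P10 and 192 in adult led by astrocyte genes, 123 in adult by oligodendrocyte genes, 150 in adult by hemoglobin and L6 CT genes, 39 at P4 by L6 CT genes and 26 at P1 by genes of inhibitory neurons. At resolution 1.0, a P1 cluster of 887 cells and an adult cluster of 509 cells led by activity genes (Bdnf, Nptx2 and Egr3) were no longer IT-like. Joint clustering of the 4 libraries gave 42 clusters.

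UMIs were summed per class and library. Intervals at the 95% level are exact for Poisson counts (CPM, and ratios of CPM by the conditional binomial) or exact binomial for shares of cells, and cover counting error only. Ratios were computed from sums without a pseudocount, and a gene without a UMI at 1 age was set at a floor of 3 UMIs there, so that its ratio, and a list's median that rests on such genes, is a bound. No p-value, standard error or count of changed genes was derived from cells. Genes were named if the paper's results name them from these data, or if they were among the 5 largest rises or falls of log2(CPM + 10) in IT-like cells from P1 to adult or over an age step, among genes with at least 50 CPM at either age. Markers, genes of lists and the leading genes of clusters are described as such where they are named. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs without replacement. Positions are those of GENCODE M21, on GRCm38.

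Medians of gene lists were set against 10000 random lists of equal size drawn from 50 bins of mean expression, among genes of at least 1 CPM. The lists, drawn up with the markers, are neuronal development, synaptic transmission, immediate early genes other than Egr1, clock genes near the phase of Dbp, clock genes near the opposite phase of Arntl, and Y-linked genes. None of them shares a gene with the marker lists. The development list holds Ctnnb1 and Lrp8 of Table S5 and Lrp8 and Sox4 of the genes the paper names, the immediate early list Fos and Jun of Table S5 and Fosb, Jun and Junb of the genes named, and the Dbp phase list the named genes Dbp and Nr1d1. The step that computes ratios and percentiles was tested on simulated data: of 200 genes changed by known amounts among 13085 genes of IT-like cells, adult against P1, 192 were recovered within 0.2 on the log2 scale, 20 unchanged lists had a median percentile of 51.7, and a raised list lay at 100.

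The dynamic score followed the methods in using XGBoost on 2000 variable genes and labels of neuronal subtypes. The variable genes were those of the earlier library, a choice that the methods do not state. The score departed from the methods in fixed settings (60 rounds, depth 6, eta 0.3) in place of cross-validation. Further departures were scaling each gene within each library and leaving out reported genes. In the reported setting IT-like subclusters kept their own labels, whereas the legend of Fig 2C merges IT neurons into 1 subtype. Equal training took 300 cells per class. Harmony, DoubletFinder, Monocle2, regulon and co-expression network inference, ligand-receptor inference and GO terms were not repeated, and the spatial and imaging data were not used here. Tables S1, S2, S3 and S6 are held here only in part and were not used. The copy of Table S8 held here lists 999 genes per disease where the paper gives 1000, so the planned percentiles of disease genes, computed and seen before this shortfall was weighed, were left out. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, xgboost 3.0.5 and matplotlib 3.10.9. The alternatives were the mean of single-cell CPM, median-of-ratios scaling, clusters at resolution 1.0, joint clustering, removal of cells marked by Scrublet, a stricter cell filter (2000 UMIs, 1500 genes, 10% mitochondrial UMIs), and, for the dynamic score and the maturation axis, other labels, depths and axes.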

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

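The tests on Kctd12 and Slit2 were chosen only after these results had been seen, and the test on Y-linked genes before.

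UMIs of Y-linked genes appeared in a library of mice described as female, in genes that the paper's text does not discuss. In the P1 library, 120.5 CPM fell on these genes, 37194 UMIs in all, of which 13350 were of Eif2s3y, 13115 of Ddx3y, 5926 of Kdm5d and 4803 of Uty. The P4, P10 and adult libraries had 31, 33 and 34 UMIs. Xist, which is transcribed from the inactive X chromosome, was at 959 CPM in the same P1 library. If a male mouse were among those pooled, cells with Y-linked UMIs would lack Xist more often than other cells of the library. Of 5508 P1 cells with at least 2 Y-linked UMIs (47.7% of cells), 58.9% had no Xist UMI, against 8.36% of P1 cells without a Y-linked UMI. Reads of X-linked paralogs counted on Y-linked genes by the other pipeline version would fall on cells with and without Xist alike, which this difference argues against. The split is in line with a male mouse among the mice of the P1 library, and a mixed or mislabelled sample that holds male cells would give it as well. Of the cells with at least 2 Y-linked UMIs, 1388 also had at least 2 Xist UMIs. Free RNA or doublets could give these, which was not tested. If a male mouse was included, sex differs between P1 and the later libraries along with age. Cells were not divided by sex for any comparison, and no biological explanation was tested.

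Kctd12 moved in opposite directions in Vip-like and IT-like cells from P1 to adult, at least 2-fold in each. In Vip-like cells it went from 547 CPM at P1 to 716 at P4, 673 at P10 and 1728 in adult, a log2 ratio of adult over P1 of 1.66 (1.61 to 1.72), in 443, 801, 726 and 326 cells. In IT-like cells the ratio was -1.56, and the difference between the classes was 3.22 on the log2 scale. With 1 library per age this difference was not tested. The pipeline and beads of the P1 library, as the whole cause, would leave no such movement between P4 and adult, which share 1 pipeline version. From P4 to adult the ratio was 1.27 (1.22 to 1.32) in Vip-like cells, which argues against it for the rise. In IT-like cells it was -1.17 (-1.22 to -1.12). At P4, however, IT-like cells stood at 124 CPM, against 109 in L5 PT-like, 111 in NPC-like and 111 in OPC-like cells, and 9 of 11 other classes reached their thinned share of cells with a UMI within counting error. Like levels in other classes do not show how much of the IT-like level is free RNA, which was not measured. As long as that part is unknown, the processing of the P1 library and a change in IT-like cells cannot be told apart for the fall. RNA of microglia-like cells, which were at 2331 CPM in adult, would need to make up 50.7% of the RNA of adult Vip-like cells to give the rise. All 10 microglia-like markers set before the data were examined were in adult Vip-like cells at 0.197 to 0.734% of their microglia-like level, with Ctss at 29.8 against 8716 CPM, which argues against this source as the whole cause. With Scrublet-marked cells removed, the ratio of adult over P1 in Vip-like cells was 1.84 (1.78 to 1.89). The rise is not one in the share of cells. Thinned, 35.7% at P1, 55.7% at P4, 39.3% at P10 and 38.2% in adult of Vip-like cells had a Kctd12 UMI. Which cells the Vip-like clusters hold also differs. At P10 they held 225 cells that were Lamp5-like at resolution 1.0, whereas Lamp5-like cells, at 55.7 CPM, were a class of their own in adult. As the whole cause of the step from P10 to adult, this would leave no rise once adult Vip- and Lamp5-like cells are summed. The sum was at 1094 CPM, a log2 ratio over P10 of 0.70 (0.66 to 0.75) in place of 1.36 (1.31 to 1.41), which argues against it as the whole cause, while the smaller ratio leaves it open as part of it. Over P1 and P4 the sum gave 1.00 (0.95 to 1.06) and 0.61 (0.56 to 0.66), still opposite to IT-like cells. Resolution 1.0 gave 1.35 (1.30 to 1.41) over P1 and 0.91 (0.86 to 0.95) over P10, and joint clustering 1.04 (0.98 to 1.09) over P1. No Lamp5- or Pvalb-like cluster was named at P1, so how many cells of other inhibitory classes the Vip-like clusters of P1 and P4 hold is not known, and age stays open as an untested explanation.

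Slit2 fell in astrocyte-like cells and rose in IT-like cells from P1 to adult, by a difference of -4.88 on the log2 scale between the log2 ratios of -2.84 and 2.05. The difference was not tested. From P4 to adult, in libraries of 1 pipeline version, Slit2 rose in IT-like cells from 16.6 to 55.2 CPM, a log2 ratio of 1.74 (1.66 to 1.81). This argues against the processing of the P1 library as the whole cause of the rise, which also went against the fall of long genes such as Slit2 from P1 to P4. In astrocyte-like cells the ratio of adult over P4 was -0.88 (-1.33 to -0.45), between values near background. At P4, 3.72% of thinned astrocyte-like cells had a UMI, a share that 8 of 11 other classes reached within counting error, microglia-like cells with 2.33% among them. In L6 CT-like cells, it was 0.426%, below it beyond counting error. In adult, the astrocyte-like value rests on 61 UMIs, and the share of these cells with a UMI is at the background given by free RNA. For the fall, the processing of the P1 library and a change in astrocyte-like cells therefore cannot be told apart. RNA of IT-like cells, where Slit2 rose, could be part of what remains there, which was not tested. Joint clustering gave no astrocyte-like value, and with Scrublet-marked cells removed the fall from P1 was larger, at -3.57. Age stays open as an untested explanation.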

How the results depend on the processing

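All alternatives were planned, and none was chosen only after the results had been seen. No paired analysis was possible because each age has 1 library. Of 98 values of 26 results under an alternative, 25 stayed close to the reported value, 67 moved from it in the same direction and 6 reversed. A value was taken as close if it lay within the counting interval, which covers counting error only. Medians of lists and the dynamic score have no such interval and were close only if equal after rounding, and the number of cells passing the filter was close if within 1.5 times, with 54280 cells under the stricter filter and 55233 with Scrublet-marked cells removed against 59918. Slit2 in astrocyte-like cells had no value with joint clustering, in which no P1 cluster was astrocyte-like. The 2 results planned on disease genes and their 8 alternatives were computed and their values seen, and were then left out because the gene table is held here only in part.

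Log2 ratios of adult over P1 are those in IT-like cells unless another class is named. Median-of-ratios scaling moved the median over all genes by 0.32 in IT-like cells and 0.43 in astrocyte-like cells from P1 to adult, and by 0.44 in oligodendrocyte-like cells from P10 to adult, and by its construction it moved every ratio by that amount. The ratios were then -8.11 for Cd24a, 6.41 for Slc17a7, -2.36 for the development list, 2.07 for the synaptic transmission list, -1.88 for M1, -2.01 for M2, 2.05 for M4, -2.41 for Slit2 in astrocyte-like cells, -1.99 for Sema3d in oligodendrocyte-like cells (adult over P10), -1.48 for Tcf4, 8.52 for Egr1 and 4.05 for the immediate early genes. M3 and M5, whose reported ratios are near the median over all genes, reversed to 0.0507 and 0.0264. Relative to that median, the reported ratios of M3 and M5 show little change.

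Joint clustering left 66 P1 cells under the IT-like name, on which its P1 values rest. It reversed M5, to 0.37, and the IT-like share of neurons, to 64.2 percentage points of adult minus P1, and gave -8.78 for Cd24a, 5.41 for Slc17a7, -2.37 for the development list, 1.52 for the synaptic transmission list, -1.34 for M1, -2.23 for M2, -0.41 for M3, 1.78 for M4, -1.16 for Tcf4, 6.58 for Egr1 and 3.30 for the immediate early genes. The differences of shares became 10.3 points for L5 NP-like, 33.3 for astrocyte-, microglia-, oligodendrocyte- and OPC-like and -5.93 for NPC-like cells.

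The mean of single-cell CPM in place of summed UMIs gave -8.20 for Cd24a, 6.36 for Slc17a7, -2.57 for the development list, 1.78 for the synaptic transmission list, -2.29 for M1, -2.19 for M2, -0.0137 for M3, 1.85 for M4, -0.13 for M5, -3.16 for Sema3d in oligodendrocyte-like cells (adult over P10), -1.81 for Tcf4 and 3.67 for the immediate early genes. Clusters at resolution 1.0 gave 6.47 for Slc17a7, -2.64 for the development list, 1.83 for the synaptic transmission list, -2.25 for M1, -2.39 for M2, -0.22 for M3, -0.23 for M5, -2.42 for Slit2 in astrocyte-like cells, -2.11 for Sema3d in oligodendrocyte-like cells (adult over P10), -1.84 for Tcf4 and 3.68 for the immediate early genes, with 24.7 points for the 4 glial classes and -2.54 for NPC-like cells. With cells marked by Scrublet removed, the ratios were -2.70 for the development list, 1.76 for the synaptic transmission list, -2.37 for M2, -0.26 for M3, -0.30 for M5, -3.57 for Slit2 in astrocyte-like cells, -2.20 for Sema3d in oligodendrocyte-like cells (adult over P10) and 3.76 for the immediate early genes, and the shares changed by -3.55 points for IT-like and 29.9 for the glial classes. The stricter cell filter gave 23.0 points for the glial classes and -5.02 for NPC-like cells. For all of these moves, those with joint clustering included, the cause was not tested.

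The dynamic score of IT-like minus L5 PT-like cells reversed with IT-like cells merged into 1 label, to -0.102, and with cells thinned and classes of equal size, to -0.0595. With subclusters made at resolution 1.0 it was 0.0545. For these moves the cause was not tested. Without the step from P10 to adult, the thinned setting gave 0.0830, so that reversal rests on 1 step, while the reversal with merged labels held without any 1 step (-0.174 to -0.0564). Diffusion pseudotime moved the share of P1 and P4 cells in the lower part of the maturation axis to 99.9%.

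Depth limits the classes with few cells, such as the 34 microglia-like cells at P1, and shares of cells with a UMI, which rise with depth. Between adult and P1, the share of IT-like cells with a Slc17a7 UMI differed by 61.8 points at the cells' own depth and by 92.1 points after thinning. The P1 library is the deepest. Over IT-like cells alone, Y-linked genes were at 103 CPM at P1.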

Differences from the paper's values

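No alternative in this part was chosen only after a result had been seen, but the mean over trained steps was, and the thresholds that name clusters were set with the clusters in view. Shares of neurons in the paper are over all its neurons, 34050 excitatory and 7025 inhibitory over the 4 ages in the paper's count, and those here are over neurons of named classes, 9111 at P1, 14641 at P4, 9823 at P10 and 8234 in adult. The paper's values are those of its source data for S2B Fig. At P1, no cluster here was named L5 NP-, Lamp5- or Pvalb-like. For L5 NP-like cells the paper's share is 1.05% and the share here 0%, for Lamp5-like cells the paper's share is 0.241% and the share here 0%, and for Pvalb-like cells the paper's share is 7.98% and the share here 0%. For Lamp5-like cells at P4, the paper's share is 0.750% and the share here 0%. Under none of the 4 alternatives set before the data were examined did these values come within 1.5 times the paper's. The only one to name L5 NP-like cells at P1 was joint clustering, with 0.361%. For Lamp5-like cells at P10, the paper's share is 1.95% and the share here 0%. Clusters at resolution 1.0 gave 2.34%, within that range of the paper's value, and the other 3 alternatives set before the data were examined did not. For Sst-like cells at P1, the paper's share is 3.74% and the share here 13.9%, and none of the alternatives came within that range, with 8.86% at resolution 1.0, 1.01% with joint clustering, 12.1% with Scrublet-marked cells removed and 14.0% with the stricter filter. For Vip-like cells at P1, the paper's share is 3.06% and the share here 4.86%. Resolution 1.0 (4.30%) and the removal of Scrublet-marked cells (4.35%) came within it, and joint clustering (16.5%) and the stricter filter (4.96%) did not. For Vip-like cells at P10, the paper's share is 4.86% and the share here 7.39%, with the same split between 5.21% and 7.11% on the one side and 7.66% and 7.89% on the other. The 726 Vip-like cells of P10 are those that resolution 1.0 divided into 501 Vip-like and 225 Lamp5-like cells, so the reported P10 shares of both classes rest on that division.

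The paper's dynamic scores are those of its source data for Fig 2C, and the scores here use labels rebuilt from the clusters. The score of IT-like cells was 0.403 in the paper and 0.185 here from P1 to P4 and 0.684 in the paper and 0.193 here from P4 to P10, and that of L5 PT-like cells 0.101 in the paper and 0.0169 here from P4 to P10 and 0.0461 in the paper and 0.0876 here from P10 to adult. For L5 NP-like cells it was 0.00503 in the paper and 0.137 here from P10 to adult. L6 CT-like cells scored 0.0251 in the paper and 0.0486 here from P1 to P4, 0.00479 in the paper and 0.0339 here from P4 to P10 and 0.0298 in the paper and 0.0161 here from P10 to adult. Pvalb-like cells scored 0.0153 in the paper and 0.238 here from P4 to P10 and 0.0317 in the paper and 0.0650 here from P10 to adult, Sst-like cells 0.0960 in the paper and 0.0619 here from P1 to P4, 0.0563 in the paper and 0.115 here from P4 to P10 and 0.0101 in the paper and 0.0647 here from P10 to adult, and Vip-like cells 0.0467 in the paper and 0.111 here from P1 to P4, 0.0117 in the paper and 0.0806 here from P4 to P10 and 0.0226 in the paper and 0.0123 here from P10 to adult. Of the 3 alternatives set before the data were examined, 0.0387 with IT-like cells merged into 1 label came within that range of the paper's value for L6 CT-like cells from P10 to adult, and 0.0815 with IT-like cells merged into 1 label and 0.0926 with cells thinned and classes of equal size for Sst-like cells from P1 to P4. No other gap in the scores was closed by any of them.

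Several results differ from a ranking or direction that the paper states. The paper ranks IT neurons highest in dynamic score, and its legend of Fig 2C says that IT neurons were merged into 1 subtype. In the reported setting, IT-like cells had the highest mean among classes trained at all 3 steps. L5 NP-like cells, absent from training at P1, had a higher mean over the 3 steps, 0.231, and a lower one over the steps at which they were trained, 0.0942. Pvalb-like cells scored above IT-like cells from P4 to P10. With IT-like cells merged, their mean score of 0.0356 was the lowest of all classes, below 0.0686 for L6 CT-like, 0.0710 for Vip-like, 0.0837 for Sst-like, 0.0961 for Pvalb-like, 0.138 for L5 PT-like and 0.252 for L5 NP-like cells, and below 0.0385 for the 1 step of Lamp5-like cells. Without the step from P1 to P4 it was 0.0502, above L6 CT-like (0.0404) and Vip-like cells (0.0425) and still below Sst-, Pvalb-, L5 PT- and L5 NP-like cells. Scaling each gene within each library, which the methods do not state, takes out a shift shared by the neurons of an age. Merged IT-like cells were also the largest training label, at P1 with 5366 cells against 1263 Sst-like cells, the next largest. The merged ranking is therefore not like the paper's and does not decide it. The paper counts L5 NP neurons among those that stay relatively steady, and their share here went from 4.04% at P4 to 7.93% in adult. The paper describes M5 as high in L6 CT neurons and relatively stable over development. In L6 CT-like cells, 21 of its 26 genes were lower in adult than at P1, with a median log2 ratio of -1.30. From P4 to adult, within 1 pipeline version, the fall was smaller, at -0.50, with 19 genes lower and 7 higher.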

Other observations

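The tests on immediate early genes, the cell filter, neuronal RNA in microglia-like cells, long genes and the UMIs per cell at P1 and in adult were chosen only after the results had been seen, and those on the pipeline, clock genes and thinning before.

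Because the P1 library differs from the others in pipeline version, and possibly in beads, changes from P1 to adult in IT-like cells could come from processing. As the whole cause, it would leave the step from P4 to P10, within 1 pipeline version, without a common direction. Of 2246 genes changed at least 2-fold from P1 to adult, 97.0% moved the same way from P4 to P10, 994 of 1016 higher and 1185 of 1230 lower in adult. These genes were chosen on a change that includes this step, so some agreement is built in. The agreement expected without a real change was not computed, so this share decides nothing. The development and synaptic transmission lists were not chosen on that change, though they were read here only after the results had been seen. From P4 to P10, 31 of 32 development genes fell and 31 of 34 synaptic transmission genes rose. This argues against processing as the whole cause for these lists. How much it adds to single genes at the step from P1 to P4 stays open, as does age, which was not tested apart from the library.

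Long genes fell together from P1 to P4. Against genes under 20 kb matched on expression, genes over 200 kb changed by -0.57 on the log2 scale in IT-like, -0.71 in L6 CT-like, -0.84 in Vip-like, -0.61 in astrocyte-like, -0.62 in OPC-like and -0.26 in endothelial-like cells. From P4 to P10 the same gaps were 0.11, -0.03, 0.06, -0.05, 0.19 and 0.23, and from P10 to adult, also within 1 pipeline version, 0.27, 0.32, 0.17, 0.12, 0.07 and 0.32. Over this last step long genes thus also moved together, the other way, without a change of pipeline version. A candidate explanation is that the P1 counts include more intronic or unspliced RNA, of which long genes have more. A gap of at least 0.5 in every class was the size asked of it, and the endothelial-like gap was smaller, though it lies in the same direction. The P1 library is both the youngest and the one with its own pipeline version, so counting and age cannot be told apart here.

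Immediate early genes rose from P1 to adult by a median of 3.74 on the log2 scale in IT-like cells, by 3.67 in L6 CT-like and by 3.49 in L5 PT-like cells. By step, the list changed in IT-like cells by 0.89 from P1 to P4, 2.19 from P4 to P10 and 0.52 from P10 to adult, and lay at percentile 100 of random lists from P1 to adult. A response to cell dissociation shared by all cell types could raise them, even with the transcription inhibitor that the methods name in the dissociation solution. It would raise them in other types as well, by at least 1.87, the size asked of it. The rise was 1.8 in astrocyte-like and at least 2.83 in endothelial-like cells. In microglia-like cells, 34 at P1, it was at least 1.10, with 4 of 13 genes without a UMI at P1 set at the floor, and at most 3.30 if these genes are given no upper limit. At the bounds 2 of 3 classes thus lie below that mark, but the microglia-like value could lie on either side of it and the astrocyte-like value is close to it. All classes moved the same way, so a dissociation response and neuronal activity cannot be told apart from these values. Age stays open and untested.

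Clock genes near the phase of Dbp rose from P1 to adult by a median of 2.83 in IT-like and 1.68 in astrocyte-like cells, 9 of 9 genes in each. The hypothesis was that the mice were killed at different times of day, in which case the 5 genes near the opposite phase of Arntl would fall in both classes. They changed by a median of 0.36 in IT-like cells, 3 of them higher (percentile 88.6 of random lists), and by -0.81 in astrocyte-like cells. With members going both ways, the time of day cannot be told apart from age, and the paper's text names no time of day.

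The rise of the astrocyte-, microglia-, oligodendrocyte- and OPC-like share with age could come from shallow glia lost to the cell filter at P1. With every P1 barcode that failed the filter counted as one of these cells, the P1 share would be 4.76%, far below the 30.9% of adult, which argues against the filter. Losses in dissociation or capture, and shallow barcodes dropped before the counts were deposited, were not tested, and age stays open.

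The rise of Slc17a7 in IT-like cells could come from depth if adult cells were the deeper ones. They had fewer UMIs than P1 cells, by a difference of medians of -8648.5, which argues against it. The thinning planned as the test of depth decides nothing, since with deeper P1 cells it can only widen the gap, here to 92.1 points. Age was not tested apart from the library.

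Microglia-like cells held transcripts of neurons, such as Slc17a7. The hypothesis was that they come from RNA of other cells, either free RNA or doublets, which would bring abundant neuronal genes at a like ratio to their level in IT-like cells. In adult, over 32 abundant neuronal genes, the 90th percentile of this ratio was 2.41 times the 10th, with a median of 17.7%. The spread was 1.8 times at P10, 1.6 at P4 and 4.49 at P1, with medians of 20.0%, 53.4% and 18.4%. These values are in line with RNA of other cells in this class. Free RNA and doublets were not told apart, the P1 and P4 values rest on 34 and 87 cells, and no biological explanation was tested.

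The paper's statement on Igfbp4 concerns layer 2/3 IT neurons at P14, an age not analysed here. Igfbp4 was at 37.3 CPM at P1, 47.3 at P4, 104 at P10 and 30.7 in adult over all IT-like cells. In layer 2/3 IT-like cells it was at 247 CPM at P10 and 58.8 in adult, and in layer 4/5 IT-like cells at 156 and 18.0 CPM. Layer 5 IT-like cells had 21.7 CPM at P10 and 9.16 in adult, and layer 6 IT-like cells 14.9 and 14.0.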
